# A high-throughput ChIP-Seq for large-scale chromatin studies

**DOI:** 10.15252/msb.20145776

**Published:** 2015-01-12

**Authors:** Christophe D Chabbert, Sophie H Adjalley, Bernd Klaus, Emilie S Fritsch, Ishaan Gupta, Vicent Pelechano, Lars M Steinmetz

**Keywords:** ChIP-Seq, chromatin, high-throughput, histone marks, histone methyltransferase

## Abstract

We present a modified approach of chromatin immuno-precipitation followed by sequencing (ChIP-Seq), which relies on the direct ligation of molecular barcodes to chromatin fragments, thereby permitting experimental scale-up. With Bar-ChIP now enabling the concurrent profiling of multiple DNA–protein interactions, we report the simultaneous generation of 90 ChIP-Seq datasets without any robotic instrumentation. We demonstrate that application of Bar-ChIP to a panel of *Saccharomyces cerevisiae* chromatin-associated mutants provides a rapid and accurate genome-wide overview of their chromatin status. Additionally, we validate the utility of this technology to derive novel biological insights by identifying a role for the Rpd3S complex in maintaining H3K14 hypo-acetylation in gene bodies. We also report an association between the presence of intragenic H3K4 tri-methylation and the emergence of cryptic transcription in a Set2 mutant. Finally, we uncover a crosstalk between H3K14 acetylation and H3K4 methylation in this mutant. These results show that Bar-ChIP enables biological discovery through rapid chromatin profiling at single-nucleosome resolution for various conditions and protein modifications at once.

## Introduction

While ChIP-Seq and ChIP-on-chip remain the standard methods for global detection of binding sites associated with protein factors and histone chemical modifications, these approaches only allow profiling of a single protein modification per experiment. Given the vast number of post-translational modifications (PTM) implicated in biological processes (Kouzarides, 2007; Li *et al*, 2007a; Misteli & Soutoglou, 2009; Ransom *et al*, 2010; MacAlpine & Almouzni, 2013), their potential combinations on multiple amino acid residues and the possibility of interactions between these modifications, investigating chromatin biology requires generating ChIP-Seq or ChIP-on-chip data for numerous marks and across multiple physiological conditions. Therefore, studies of histone PTM dynamics necessitate a considerable number of individual experiments. For instance, a recent study, reporting the previously underestimated role of histone PTM in yeast stress response, required a total of thirty ChIP-on-chip assays to profile five histone marks across multiple points of a time course (Weiner *et al*, 2012). Similarly, determining histone modification patterns associated with cellular states in human cells often requires several hundred ChIP-Seq experiments (ENCODE Project Consortium, [Bibr b202]). High-throughput ChIP-Seq approaches based on the use of robotic tools have been developed (Garber *et al*, 2012; Aldridge *et al*, 2013) but remain restricted to a discrete number of laboratories that have access to the required instrumentation. Therefore, generation of comparative data from large-scale, genome-wide ChIP-Seq experiments remains cumbersome and costly to most laboratories.

Here, we propose to implement a DNA barcoding step prior to chromatin immuno-precipitation to increase the speed and performance of ChIP-Seq experiments. The concept of DNA barcoding was recently applied to chromatin biology to investigate the biochemical mechanisms underlying the activity of histone PTM enzymes albeit in an *in vitro* context (Nguyen *et al*, 2014). Our barcoded high-throughput ChIP-Seq (Bar-ChIP) method relies on the direct barcoding of mono-nucleosomes derived from the isolation of yeast cell chromatin. As a proof of concept, we applied Bar-ChIP to the study of histone PTM in several *Saccharomyces cerevisiae* chromatin modifier mutants, which were profiled in parallel for five distinct histone modifications, thereby compressing 90 individual ChIP-Seq experiments into five. We show that barcoding and multiplexing of chromatin samples prior to immuno-precipitation greatly reduces the workload needed to perform ChIP-Seq experiments and permits a direct comparison between biological samples that are interrogated for specific histone PTM.

We demonstrate that this method enables the faithful capture of histone PTM in *S. cerevisiae* in a genome-wide manner and confirm that the histone deacetylase complex, Rpd3S, upon activation by the methyl-transferase Set2, maintains a low level of histone acetylation in gene bodies. We show that Rpd3S activity is not restricted to histone H4 and lysine 9 and 56 of H3 (Venkatesh *et al*, 2012), but also targets H3K14. In addition, we report for the first time differential methylation on lysine 4 of H3 in a *set2Δ* mutant and demonstrate that intragenic H3K4me3 associates with the emergence of cryptic transcription. Validation of the newly discovered histone PTM trends underscores the power of Bar-ChIP to quickly and accurately screen for histone PTM patterns in multiple biological samples at once, which would not be feasible with traditional ChIP-Seq approaches.

## Results

### Bar-ChIP captures genome-wide distribution of H3K4me3

Bar-ChIP relies on the direct ligation of DNA molecular barcodes to fragmented chromatin using an adapted version of the classical Illumina DNA library preparation protocol (Fig1). Barcoding of fragmented chromatin occurs prior to the immuno-precipitation step, hereby allowing for the pooling of numerous independently barcoded chromatin samples that will then be simultaneously subjected to the same assay. Therefore, for every protein or modification of interest, a single immuno-precipitation may be possible independently of the number of examined biological samples. In the current study, micrococcal nuclease (MNAse) was used to digest yeast crosslinked chromatin and isolate mono-nucleosome fractions to address the genome-wide distribution of histone post-translational modifications (PTM).

**Figure 1:**
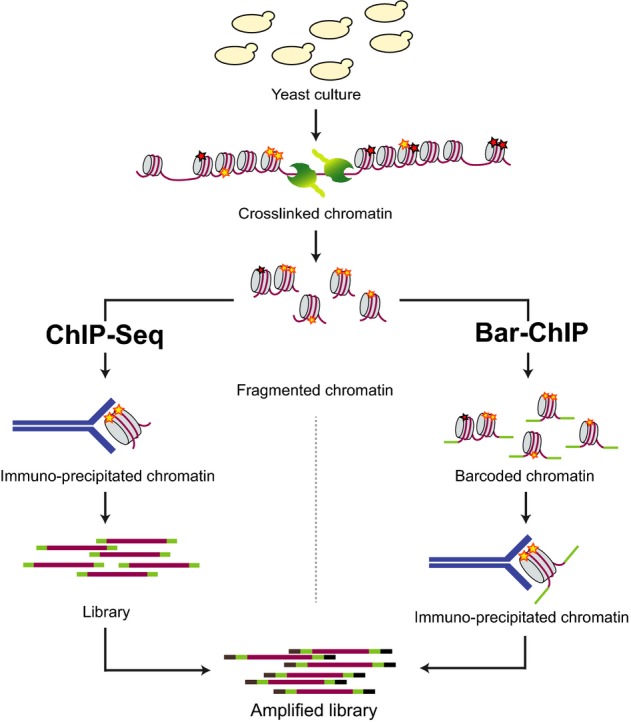
Comparative representation of the ChIP-Seq and Bar-ChIP workflows Yeast cultures are crosslinked using formaldehyde. Chromatin is then extracted and fragmented using micrococcal nuclease (MNase) digestion. In a classical ChIP-Seq protocol, MNase-treated chromatin is directly immuno-precipitated with an antibody against the protein modification or factor of interest. Recovered DNA is then barcoded and used to generate an amplified DNA library ready for paired-end sequencing. In the Bar-ChIP protocol, fragmented chromatin is barcoded through ligation of molecular barcodes prior to immuno-precipitation. DNA recovered from the IP can directly be amplified by PCR using Illumina primers and deep-sequenced. The presence of the barcoding step early in the workflow allows for multiplexing of IP assays.

To validate our approach, we first evaluated the impact of chromatin barcoding on the recovery of genome-wide patterns of H3K4me3. This mark was selected because of its prominent and well-characterized distribution on promoter regions (Shilatifard, 2008) and its association with active transcription (Pokholok *et al*, 2005; Hon *et al*, 2009). H3K4me3 was profiled for three independent biological replicates of *S. cerevisiae* cultures grown in rich media (YPD) using both Bar-ChIP and classical ChIP-Seq methods. Both barcoded and non-barcoded fractions, containing mono-, di- and tri-nucleosomes, were then subjected to immuno-precipitation with an antibody specific for the histone mark (Fig1).

IP-DNA libraries derived from both protocols were PCR-amplified and deep-sequenced on an Illumina HiSeq 2000 instrument using paired-end technology. Input libraries were systematically included to control for potential biases in local chromatin solubility, enzyme accessibility and/or PCR amplification. No size-specific selection of mono-nucleosomal fragments was performed (Henikoff *et al*, 2011); however, only pairs of unambiguously mapped reads stemming from mono-nucleosomal particles were considered for downstream analysis (Supplementary Fig. S1). Interestingly, mono-nucleosomes deriving from the fragments generated following the Bar-ChIP protocol and recovered after the IP were slightly longer (Supplementary Fig. S1).

A very good reproducibility was observed between biological replicates with a mean Spearman's correlation coefficient of 0.88 ± 0.04 for both ChIP- and Bar-ChIP-Seq (Supplementary Fig. S2). Additionally, a high correlation between the two techniques was obtained for each IP DNA and input DNA, with a mean Spearman's correlation coefficient of 0.79 ± 0.07 (Fig2A; Supplementary Fig. S3).

**Figure 2:**
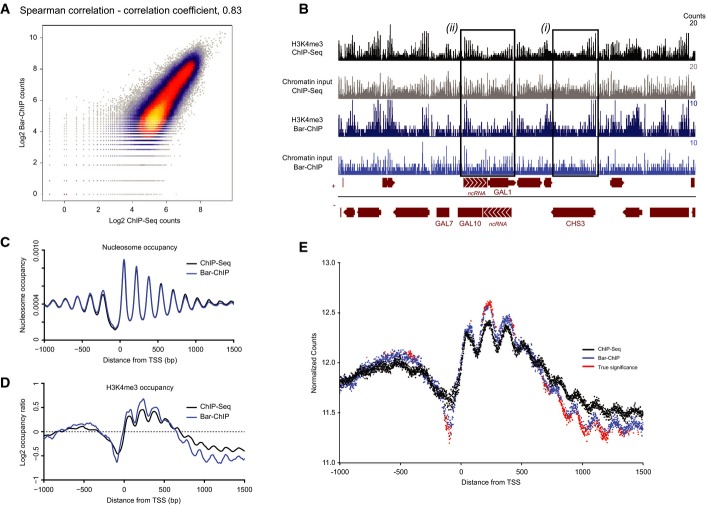
Direct comparison of the Bar-ChIP and ChIP-Seq methods

Scatterplot illustrating the correlation between reads counts in the Bar-ChIP and ChIP-Seq datasets obtained for the same biological sample. 100 bp bins were used to compute these counts.

Snapshot of coverage tracks of H3K4me3 around the *GAL10* locus obtained using ChIP-Seq and Bar-ChIP protocols. Tracks corresponding to the associated chromatin inputs are also displayed. For a highly expressed gene such as *CHS3* (black box (i)), H3K4me3 signal is much stronger at the 5′ end of the gene as compared to the input signal, which spreads along the entire gene body. On the other hand, while input signals display a rather homogeneous nucleosome spread on the *GAL1* and *GAL10* genes, H3K4me3 immuno-precipitation clearly shows an enrichment of the mark to the 3′ end of the gene (black box (ii)). This corresponds to the presence of actively transcribed antisense non-coding RNAs over the *GAL10* and *GAL1* genes that are responsible for the inhibition of GAL expression in dextrose-rich medium. Bedgraph format displaying the number of counts per base pair.

TSS plot representing nucleosome occupancy around the TSS of annotated genes as observed in the chromatin input of both ChIP-Seq and Bar-ChIP methods. Occupancy levels are plotted as a function of the distance to the TSS. Midpoint of a nucleosome was approximated as being the center of the genomic locus intercepted by a read pair. Nucleosome counts were determined at each position around annotated TSS and estimated across all genes. Resulting counts were divided by the total number of observed nucleosomes to provide the genome-wide distribution of nucleosomes and occupancy at each position around the TSS.

TSS plot representing H3K4me3 occupancy (normalized by chromatin input) around the TSS of annotated genes as observed in the ChIP-Seq and Bar-ChIP datasets.

Evaluation of H3K4me3 counts with statistically significant difference between ChIP-Seq and Bar-ChIP. The mean normalized counts across all biological replicates are plotted as a function of the distance to the annotated TSS. Differential counts with statistical significance are indicated in red. Significant differences were called with the DESeq2 package after computing local FDR values based on the DESeq2 *P*-values. Only the positions with a log2 fold change greater than 0.05 and a local FDR smaller than 0.2 were considered significant.

Signals for the presence of the H3K4me3 mark were equally well recovered by the two methods as confirmed by the high correlation obtained for regions with the PTM enrichment (Supplementary Fig. S4) and by manual inspection of the coverage tracks for selected loci. For instance, the *CHS3* promoter is enriched in H3K4me3 in comparison to total nucleosome occupancy (Fig2B). Similarly, the *GAL10* locus harbored high H3K4me3 levels on its 3′ end, consistent with active transcription of an antisense non-coding RNA that acts in *GAL10* repression during growth in dextrose-containing medium (Houseley *et al*, 2008) (Fig2B). These observations underline the comparable acquisition of biological information with either technique.

To compare the two ChIP approaches at a genome-wide level, the distributions of nucleosomes derived from both classical and Bar-ChIP were analyzed within −1,000 bp to + 1,500 bp around annotated transcription start sites (TSS) (Fig2C). The map of nucleosome occupancy for nucleosomal DNA produced using classical ChIP-Seq revealed an array of 150 bp-spaced nucleosomes on either side of the TSS, as previously reported (Yuan, 2005; Jiang & Pugh, 2009; Weiner *et al*, 2010). An identical trend of nucleosome occupancy was observed for nucleosomal DNA generated using Bar-ChIP, confirming our ability to capture nucleosome distributions even when DNA adapters are directly ligated to fragmented chromatin (Fig2C).

Mapping of H3K4me3 occupancy around annotated TSS for both protocols showed a clear enrichment for nucleosomes carrying the PTM at the 5′ end of genes (up to + 500 bp) (Fig2D). Local statistical differences between the distributions of the histone mark obtained by either traditional ChIP or Bar-ChIP were computed using the DESeq2 package (Love *et al*, 2014) to provide an estimate of potential disparities between the two methods (see Materials and Methods). We found that enrichment signals obtained with Bar-ChIP were of slightly greater amplitude than those generated with classical ChIP-Seq (Fig2D and E; Supplementary Figs S5 and S6). This suggests that regions enriched in H3K4me3-marked nucleosomes were more prominently detected with Bar-ChIP, which tended to also exaggerate the depletion signals originating from H3K4me3-poor regions. Despite these differences, the same genomic regions were identified by both techniques for H3K4me3 enrichment or depletion, indicating that Bar-ChIP faithfully captured the distribution of H3K4me3-marked nucleosomes.

### Bar-ChIP enables rapid and simultaneous generation of ChIP-Seq data sets

Current protocols for ChIP-Seq suffer from several practical constraints, including cost, laboriousness, as well as the limitation of having only one modification or protein profiled per assay. To demonstrate the multiplexing potential of Bar-ChIP and its suitability for rapid and systematic profiling of histone modifications across multiple yeast samples, the approach was applied to five histone PTM in a panel of four *S. cerevisiae* chromatin modifier mutants using biological triplicates (Fig3A). As these mutants and histone marks have been mostly characterized using ChIP-on-chip methods, our objective was to comparatively assess the resolution provided by Bar-ChIP and address the interplay between histone modifications.

**Figure 3:**
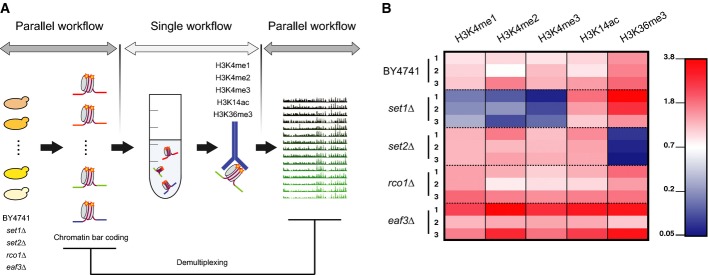
Highly multiplexed ChIP experiment based on the Bar-ChIP protocol

Schematic representation of the experimental design. Cultures corresponding to distinct yeast strains were harvested, crosslinked and their MNase-treated chromatin was barcoded to enable sample tracking. Aliquots from each of the barcoded chromatin samples were pooled together prior to immuno-precipitation against the histone modifications of interest. DNA recovered from each IP was amplified and sequenced using paired-end technology. Finally, barcode sequences were used to demultiplex sequencing datasets and attribute each read to the proper biological sample.

Normalized proportion of reads attributed to each strain. One sequencing lane corresponded to multiplexed samples submitted to one IP assay. For each sequencing lane, read counts attributed to each biological sample were first divided by the total number of reads recovered from the lane (Supplementary Fig. S6). For each biological sample, the resulting ratio was normalized using the proportion of reads in the chromatin input lane that was attributed to that biological sample to correct for biases in the initial pooling of fragmented chromatin samples. Note that each *set1Δ* library represents less than 0.17% of the total number of reads recovered for the IPs against H3K4 methylation while the *set2Δ* libraries represent not more than 0.8% of the total reads recovered for the IP against H3K36me3. Absolute numbers for recovered sequencing reads are indicated in Supplementary Fig. S7.

To ensure consistency in the data, all these chromatin-associated mutants were derived from the BY4741 strain background, from which the initial *Saccharomyces cerevisiae* deletion collection was generated (Winzeler, 1999). Our set of mutants included *set1*Δ, deleted for Set1p, a component of the COMPASS complex, which contains a SET domain and is the only protein capable of catalyzing the deposition of mono-, di- and trimethyl groups on lysine 4 of H3 in *S. cerevisiae* (Roguev *et al*, 2001; Krogan *et al*, 2002; Santos-Rosa *et al*, 2002). Set1p is strongly active at the 5′ end of actively transcribed genes, where it results in peaks of H3K4me3. Loss of Set1p results in the absence of methylation on H3K4 and in the local emergence of new transcripts from previously silent loci (Venkatasubrahmanyam *et al*, 2007; Lenstra *et al*, 2011).

Another SET mutant analyzed in our study was *set2*Δ, as Set2p is the only histone methyltransferase responsible for deposition of methyl groups on lysine 36 of H3 (H3K36me1, 2, 3) in *S. cerevisiae* (Strahl *et al*, 2002). Set2p associates with the elongating form of RNA polymerase II, when it is phosphorylated on serine 2 of its carboxyl-terminal domain (CTD) (Krogan *et al*, 2003; Li, 2003). Set2p then deposits the elongation mark H3K36me3 on nucleosomes toward the 3′ end of genes (Pokholok *et al*, 2005). Deposition of this mark enables activation of the deacetylase complex, Rpd3S, which maintains low histone acetylation levels within the coding region of transcribed genes, thereby preventing cryptic transcript initiation (Carrozza *et al*, 2005; Keogh *et al*, 2005; Li *et al*, 2007c; Drouin *et al*, 2010). H3K36me3-dependent regulation of Rpd3S involves two subunits: Rco1p, which possesses a PHD zinc finger domain, permitting binding to histones regardless of their PTM, and a chromodomain-containing protein, Eaf3p, that recognizes the H3K36me3 mark (Li *et al*, 2007b). To better understand the interactions between these proteins, the interplay between their enzymatic activities and the presence of specific histone marks, both *rco1*Δ and *eaf3*Δ mutants, were profiled for histone PTM.

Given the functions of the proteins described above, five distinct histone modifications were selected: H3K14ac and H3K4me3, two marks located at the 5′ end of genes and associated with active transcription; H3K36me3, associated with transcription elongation; and H3K4me2 and H3K4me1 marks, whose roles in transcriptional processes are not as well delineated. Due to the complete absence of methylation of H3K4 in *set1*Δ, this mutant was used as an internal control for the IP specificity when profiling H3K4me1, H3K4me2 and H3K4me3. Similarly, the *set2*Δ mutant constituted a control for the IP specificity of H3K36me3.

For each yeast strain, three biological replicates were grown in YPD, crosslinked, and their chromatin was subjected to MNase-mediated fragmentation. Chromatin samples were then barcoded and pooled prior to parallel immuno-precipitation. Recovered DNA libraries were PCR-amplified and deep-sequenced using paired-end technology, with one library per sequencing lane. Each amplified library corresponded to DNA products obtained from one IP against a specific histone mark, albeit for 15 biological samples at once. As before, input DNAs were also sequenced to control for potential biases in MNase accessibility and sequencing. Consequently, the Bar-ChIP method applied to a unique experiment yielded the equivalent of 90 ChIP-Seq datasets with only five chromatin IP assays (Fig3A).

One hundred and twenty million reads were recovered on average from each sequencing lane and demultiplexed. The distribution of reads between the 15 biological samples reliably reflected the original chromatin composition expected for each pool from the distinct ChIP assays (Supplementary Fig. S7). Of 4 to 9 million unique molecules were retrieved per pool for each histone modification, indicative of a rather low resolution of the data (Supplementary Fig. S8). However, normalization of the data using the input read counts for every strain showed a clear depletion in H3K4me1, 2, 3 and H3K36me3 levels for the *set1*Δ and *set2*Δ strains, respectively, as was expected (Fig3B). These results confirmed our capacity to perform chromatin IP of barcoded and pooled chromatin fragments, suggesting that Bar-ChIP can be used to study the genome-wide patterns of histone marks.

### Multiplexed experiments provide overview of genome-wide distribution of histone marks

To evaluate the value of Bar-ChIP for investigating chromatin-associated processes, the 90 datasets were explored for potential interactions between histone PTM. For each profiled strain, data from the biological replicates were pooled together, thereby increasing resolution and permitting an accurate comparison between datasets.

Analysis of the genome-wide nucleosome distributions for wild-type and mutant strains showed that *eaf3*Δ and *set1*Δ chromatin was generally more sensitive to MNase digestion (Fig4A), as suggested by the disappearance of the di-nucleosome and widening of the mono-nucleosome signal reproducibly observed by bioanalyzer (Supplementary Fig. S9). Maps of nucleosome occupancy revealed that nucleosome-depleted regions located approximately 100 bp upstream of annotated TSS were more pronounced and 50 to 100 bp wider in *eaf3*Δ and *set1*Δ. In contrast, each other mutant exhibited typical nucleosome organization around the TSS (Fig4A; Supplementary Fig. S10), except for an unusually wide profile of the −1 nucleosome. We attribute this difference to a greater heterogeneity of the fragments obtained by MNase digestion of the corresponding regions. Additionally, the average size of mono-nucleosome fragments was smaller in the two mutants despite simultaneous treatment of all samples with the same amount of MNase (Supplementary Fig. S11). This difference was taken into consideration when performing the comparative downstream analyses.

**Figure 4:**
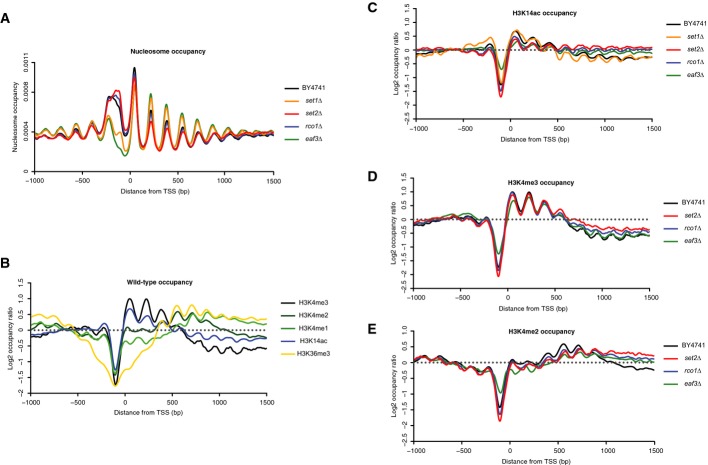
TSS plots depicting the distribution of the histone post-translational modifications profiled in the multiplexing experiment

Nucleosome occupancy around annotated TSS for the wild-type and mutant yeast strains profiled in the study.

Occupancy of the various marks profiled in the experiment in the wild-type strain BY4741.

H3K14ac (C), H3K4me3 (D) and H3K4me2 (E) occupancies around the annotated TSS in the mutants profiled in the study. Data information: Histone mark occupancies were normalized using the counts corresponding to chromatin inputs.

These maps of nucleosome occupancy were then used to examine enrichment profiles around the TSS obtained for the various histone PTM and yeast strains. Enrichments obtained in the wild-type strain for each profiled histone mark confirmed the specificity and consistency of the IPs (Fig4B). As expected, H3K14ac and H3K4me3 peaked at the 5′ end of genes. High levels of H3K4me2 were located about 500 bp after annotated transcription initiation sites, as previously reported in single gene and genome-wide studies (Santos-Rosa *et al*, 2002; Ng *et al*, 2003; Liu *et al*, 2005; Pokholok *et al*, 2005). H3K4me1-enriched nucleosomes were present ∽600 bp downstream of the TSS. Finally, H3K36me3, the mark associated with elongating RNA polymerase II, was enriched near the 3′ end of genes (Pokholok *et al*, 2005; Li *et al*, 2007a). Despite the aforementioned wider profile of the −1 nucleosome, comparison of the H3K4me3 enrichment patterns obtained in both comparative and multiplex experiments did not show any significant difference (Supplementary Fig. S12).

Additionally, to assess the possibility of cross-contamination during sample pooling, the enrichment patterns derived from the remnant reads for H3K4 methylation and H3K36me3 in *set1*Δ and *set2*Δ, respectively, were examined. These generally did not resemble those of the wild-type strain or of the other mutants (Supplementary Fig. S13), although traces of H3K4 methylation were still detected in *set1*Δ (Supplementary Fig. S13E and F), albeit corresponding to a very low number of sequencing reads (Supplementary Fig. S7). Altogether, these observations confirmed that IP experiments performed on barcoded chromatin were successful in capturing an enriched fraction of nucleosomes carrying the targeted histone PTM.

The profiles of H3K36me3 were similar between wild-type and *set1*Δ, *eaf3*Δ and *rco1*Δ strains, except for an exaggerated depletion around the TSS for *set1*Δ (Supplementary Fig. S14). The pattern of H3K14 acetylation in this mutant closely resembled that of the wild-type strain. In contrast, *set2*Δ, *eaf3*Δ and *rco1*Δ mutants displayed an equal and comparable distribution of the acetylation mark along the entire gene body, reflecting the globally high levels of histone acetylation present genome-wide upon deletion of these chromatin-associated genes (Fig4C).

In the *set2*Δ mutant, distributions of H3K4me3, H3K4me2 and H3K4me1 to a lesser extent differed from those observed in the wild-type strain (Fig4D and E; Supplementary Fig. S14), suggesting that the deletion of *SET2* impacts the methylation profile of H3K4. While the main peak of H3K4me3 occupancy was present near the 5′ end of genes, similar to the wild-type profile, a modest enrichment of H3K4 trimethylation was detected at the 3′ end of genes, beyond the first 500 bp. This was also confirmed by manual examination of gene coverage tracks (Supplementary Fig. S15). The peak for H3K4me2 was slightly shifted toward the 3′ end of genes in comparison to the wild-type strain, such that high levels of the mark were then maintained in the 3′ region of gene bodies beyond 1,000 bp, while regions between 500 bp and 1,000 bp appeared to be depleted in H3K4 di-methylation. Interestingly, this trend of H3K4me2 was conserved in the *eaf3*Δ and *rco1*Δ mutants, albeit moderately.

### Altered distribution of chromatin marks in the *set2*Δ mutant associates with the emergence of cryptic transcription

Since signals for histone marks enrichment and consequently depletion tend to be exaggerated with Bar-ChIP as shown above in the experiment comparing our method to classical ChIP-Seq, distributions of H3K4me3, H3K4me2 and H3K4ac marks were independently corroborated for the wild-type and *set2*Δ strains with the latter approach. No difference in nucleosome occupancy was detected between the two strains (Supplementary Fig. S16). These data also confirmed the uniform distribution of H3K14 acetylation along gene bodies in *set2*Δ as opposed to the presence of this histone modification mostly in the 5′ region of genes in the wild-type strain (Fig5A; Supplementary Fig. S17A). Similar to what we observed with Bar-ChIP, both H3K4me3 and H3K4me2 marks were enriched near the 3′ end of annotated genes in the *set2*Δ mutant and these differences were statistically significant (Fig5B and C; Supplementary Fig. S17B and C).

**Figure 5:**
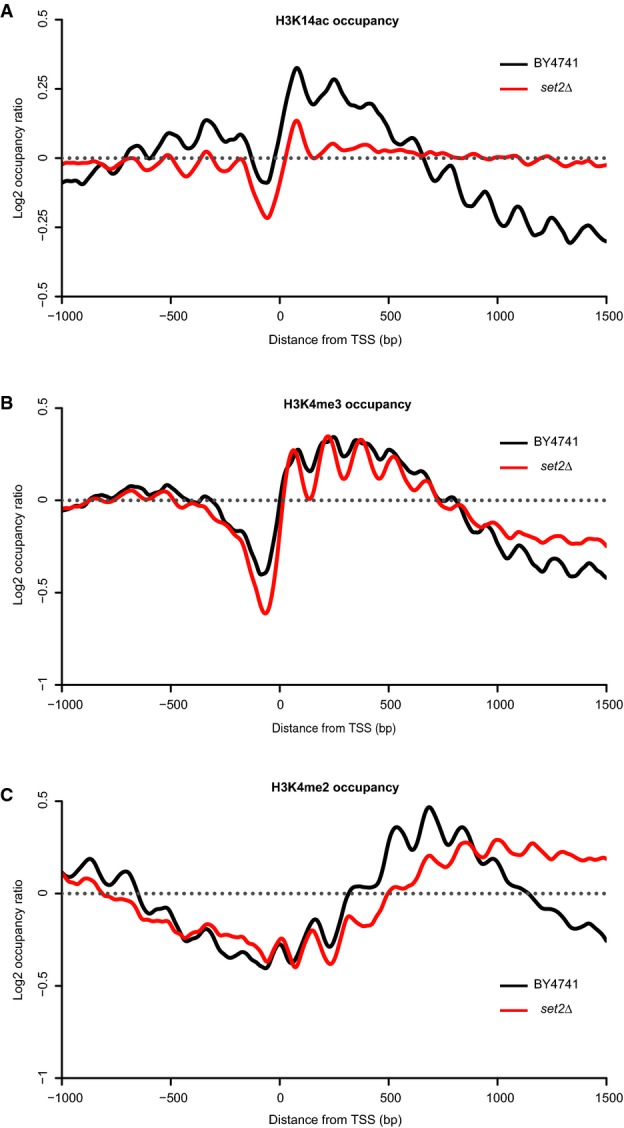
TSS plots confirming the patterns of histone marks previously observed in the *set2*Δ mutant, using a classical high-resolution ChIP-Seq protocol

H3K14ac (A), H3K4me3 (B) and H3K4me2 (C) occupancies in the wild-type strain and in the *set2*Δ mutant. Occupancies were normalized using counts from the chromatin inputs.

Previous work has shown that deletion of Set2p in yeast leads to an increase of spurious transcription within gene bodies, with the emergence of cryptic sites of transcription initiation (Carrozza *et al*, 2005; Li *et al*, 2007c). High-resolution tiling microarray studies have indicated that the phenotypic consequences of SET2 deletion vary across genes and that the appearance of new transcripts is restricted to a subset of genes (Li *et al*, 2007c). As H3K14ac and H3K4me3 marks are characteristic of highly active promoters, we assessed whether an increased occupancy for these marks is associated with the emergence of cryptic transcripts.

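The 5′ ends of capped RNA were sequenced in 4 libraries, 2 from BY4741, the wild-type laboratory strain, and 2 from *set2*Δ, its derivative without the H3K36 methyltransferase gene. Each pair of libraries counts as n = 2 in what follows. Cells were grown in YPD at 30 °C to an optical density of 1, with 1% glucose according to the sample labels. The paper's Methods give 2% glucose, in the paragraph on cultures for crosslinking. Each library was made from 10 µg of total RNA with a random molecular barcode of 8 nt, and 50 nt were read from both ends of the fragments. The authors deposited the number of 5′ ends found at each base of each strand as whole-number counts, without normalization and separately for each replicate. Whether reads sharing a barcode were collapsed is not stated in the paper's text. The totals were 452888 and 375442 counts in the BY4741 libraries and 1267578 and 1099482 in the *set2*Δ libraries, so that the mutant libraries were on average 2.86 times as deep. Sense counts were summed for 5710 nuclear protein-coding genes of at least 300 bp, from 200 bp after the annotated start of the gene to its end (the internal window). Genes with at least 10 counts over the 4 libraries were tested, which left 4726 genes. Strains were compared with edgeR's quasi-likelihood test after TMM normalization and Benjamini-Hochberg adjustment, at the adjusted p of 0.1 that the paper uses. The tested genes had a median of 4.5 internal counts per BY4741 library and 24.5 per *set2*Δ library. Confidence intervals cover counting error only.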

Analysis of a TSS dataset generated in our laboratory (Pelechano *et al*, manuscript in preparation), using a modified version of the Cap Analysis Gene Expression (CAGE) approach that permits unambiguous identification of TSS genome-wide (Pelechano *et al*, 2014), allowed us to identify genes harboring cryptic sites of transcription initiation in the *set2*Δ mutant. 

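Internal 5′ ends were more frequent in *set2*Δ than in BY4741 for 1189 of the 4726 tested genes and less frequent for 828 (adjusted p below 0.1, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 1189 genes are called Set2-dependent here, as in the paper, and make up 25.2% of the tested genes and 20.8% of the counted genes. Of these, 1187 had normalized counts in both *set2*Δ libraries above those of both BY4741 libraries, an arrangement that chance gives 16.7% of genes not selected for a difference. Genes called in the same libraries are selected for it, so the number describes the calls and does not test them. Their median log2 fold change was 1.91. It was 1.80 when the 254 genes with 3 or fewer BY4741 counts were set to the ratio of their counts, with a floor of 3 counts over the strain for the 65 genes without any. Over 24 alternatives the number was lowest with the DESeq2 test, which called 618 genes more frequent and 459 less frequent, and all 618 were among the 1189. It was highest with libraries scaled to their totals, which called 1948 more frequent and 346 less. Scaling changed the balance between the 2 directions. With libraries scaled to the counts at annotated 5′ ends, 1705 genes were called more frequent and 442 less, so that 79.4% of the calls were increases as against 58.9% with TMM, and the median log2 fold change of all tested genes went from 0.16 to 0.64. Across whole libraries, internal windows held 12.7% and 11.4% of the counts on tested genes in BY4741 (95% Wilson intervals 12.6 to 12.8% and 11.3 to 11.5%), and 22.0% and 20.2% in *set2*Δ (21.9 to 22.1% and 20.1 to 20.3%). The means were 12.1% ± 0.874 and 21.1% ± 1.29 (SD, n = 2), a difference of 9.03 points that exceeds the spread between replicates. High counts at 5′ ends are not proportional to depth, and the difference was 4.04 points without positions of 8 or more counts and 5.86 points with counts inverted for a limit of 16 barcodes. The mean shares in BY4741 and *set2*Δ were then 35.4% and 39.5% without those positions, and 7.91% and 13.8% with inverted counts. The level of the share thus changed with the setting, and the points are not on the same scale. Leaving out high positions raised the share more in BY4741 than in *set2*Δ. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.33, the value obtained. In Set2-dependent genes, which were selected for an internal increase, the internal share was 21.5% and 19.7% in BY4741 and 47.6% and 46.0% in *set2*Δ. In the other tested genes it was 11.7% and 10.7% in BY4741 and 14.5% and 12.6% in *set2*Δ. From the counts inside genes in both strains, the paper concludes that a group of mostly long genes gains internal initiation without Set2, and it uses this group and the remaining genes to compare H3K14ac and H3K4me3 occupancy between BY4741 and *set2*Δ (Fig6).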

We detected more than 700 genes with increased internal transcription initiation (< 10% of examined genomic features, Supplementary Table S1), most of which were long genes (2,830 bp on average as compared to the genome-wide 1,500 bp average) as reported for a small set of genes in (Li *et al*, 2007c) and (Venkatesh *et al*, 2012) (Supplementary Figs S18 and S19).

Occupancy profiles of H3K14ac and H3K4me3 were then computed for this group of genes in both wild-type and mutant strains (Fig6; Supplementary Figs S20 and S21). As a control, we also analyzed patterns of these histone marks for the genes with no significant increase in internal transcription initiation. Surprisingly, H3K14ac levels in *set2Δ* remained elevated across the entire body of genes, regardless of the appearance of internal transcripts (Fig6A). In contrast, we observed a strong elevation of H3K4me3 occupancy toward the 3′ region of genes that showed emergence of cryptic transcripts (Set2-dependent genes) (Fig6B). Thus, increased H3K4me3 occupancy correlated with spurious transcription, while H3K14ac levels appeared to globally accumulate across the genome.

**Figure 6:**
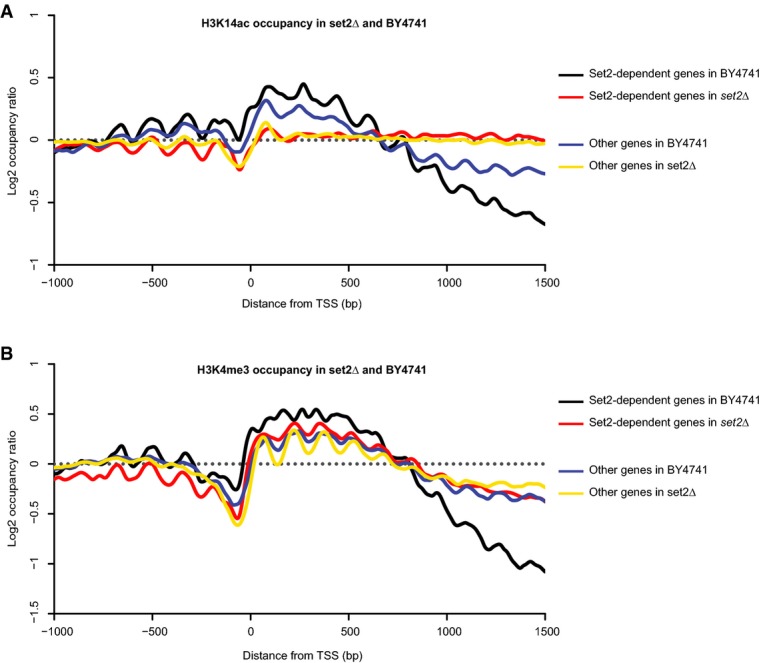
Distribution of H3K14ac and H3K4me3 for Set2-dependent and -independent genes in wild-type and *set2*Δ strains TSS plots representing the distribution of H3K14ac and H3K4me3 for genes grouped as either Set2-dependent or Set2-independent in the wild-type strain and *set2*Δ mutant.

H3K14ac occupancies around the annotated TSS in two groups of genes in the BY4741 and *set2*Δ strains. 

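Single positions inside genes were compared between the 4 libraries of 5′ ends. In Set2-dependent genes, 2028 positions in 598 genes had at least 5 counts in both *set2*Δ libraries and, scaled to library totals, more counts than in either BY4741 library. These genes were selected for an increase, and 51 positions in genes called less frequent met the same rule. At 1298 of them, in 510 genes, no count was found in either BY4741 library, which are shallower. Of the 2028 positions, 94.0% had a pyrimidine before the first transcribed base and a purine at it, the dinucleotide favoured at yeast initiation sites. Over the sequence of the same windows the dinucleotide occurs at 22.7% of positions. STE11 (YLR362W), a reporter of cryptic initiation chosen before its counts were known, lies on the plus strand of chromosome XII of R64-1-1 from 849866 to 852019. Its internal window held 6 and 7 counts in BY4741 and 184 and 132 in *set2*Δ, or 157 ± 51.9 and 805 ± 37.6 normalized counts (edgeR's CPM, SD, n = 2). The log2 fold change of STE11 was 2.41 (standard error 0.36, adjusted p = 4.14e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from 1.89 to 3.07 over 24 other settings. The most used internal position that rose in STE11 was 851743, at base 1878 of its 2154, with 1 and 0 counts in BY4741 and 12 and 10 in *set2*Δ. The reference reads TCCGTATTCTGGATGTCACC upstream of the first base and AGAGGTGGTCAAACAGACCGC from it. FLO8 (YER109C) is annotated as a pseudogene in this strain, on the minus strand of chromosome V from 375215 to 377614, and was therefore not among the tested genes. It had 4 and 3 internal counts in BY4741 and 74 and 57 in *set2*Δ, which is 81.7 ± 1.95 and 335 ± 1.21 CPM (SD, n = 2) and a ratio of 4.12 without a test. Its 5′ window had 6 and 5 counts in BY4741 and 88 and 59 in *set2*Δ, also a ratio of 4.12 once scaled. Each window was scaled to its own counts over all genes, so these 2 ratios do not compare the windows. Position 376391, in the middle of FLO8, had 0 and 1 counts in BY4741 and 12 and 5 in *set2*Δ, between TCAAGAGTAAATAAGACTCC and AAGATCAGATATTGCTACTAA.

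**Figure D1:**
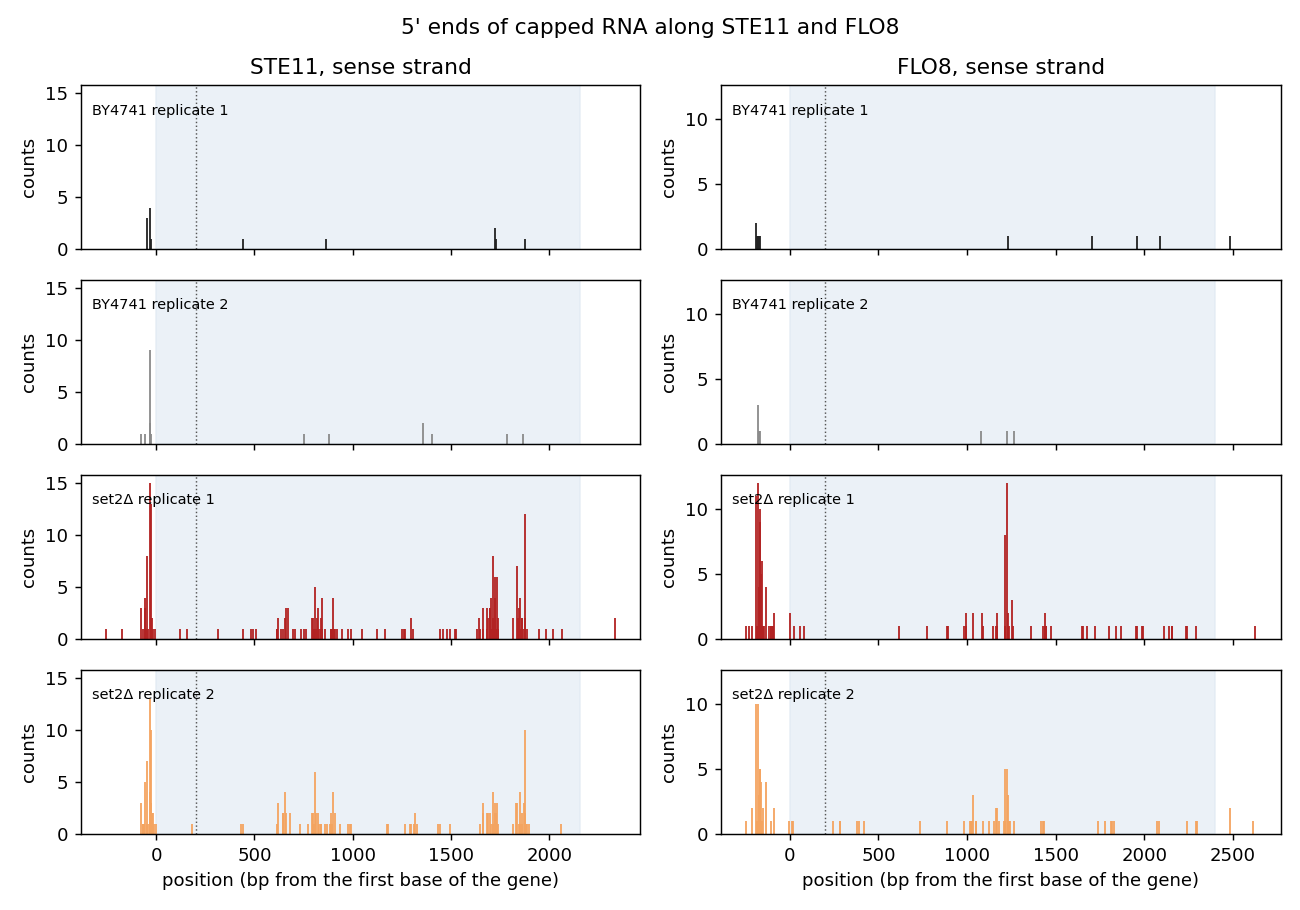
Counts of 5′ ends (vertical axis) at each position from the first base of STE11 and FLO8 (horizontal axis, bp) in each of the 4 libraries, not scaled for depth. Shading marks the gene and the dotted line the start of the internal window. In STE11 the internal counts add up to 6 and 7 in BY4741 and to 184 and 132 in *set2*Δ.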

Set2-dependent genes were identified using unambiguous genome-wide mapping of internal transcription start sites.

H3K4me3 occupancies around the annotated TSS in two groups of genes in the BY4741 and *set2*Δ strains. Data information: Set2-dependent genes are either in black (for BY4741) or red (for *set2*Δ), while Set2-independent genes are represented as a blue line (for BY4741) or yellow line (for *set2*Δ).

### Origin of internal H3K14 acetylation and H3K4 methylation in the *set2*Δ strain

Venkatesh *et al* (2012) previously suggested that enrichment of acetyl marks in the context of H3K9, H3K56 and H4 acetylation results from an increased histone turnover. We therefore tested whether the global accumulation in H3K14ac observed in *set2*Δ and the two Rpd3S-associated mutants (*rco1*Δ and *eaf3*Δ) may also originate from an increased incorporation of acetylated histones. To this end, we profiled the genome-wide distribution of these histone marks after disrupting histone exchange via the deletion of the histone chaperones, Asf1p and Rtt109p, in a *set2*Δ background. To only examine DNA replication-independent histone exchange, the mutant strains were profiled under arrested growth conditions with an efficiency ranging from 40 to 60%. No obvious difference in the H3K14ac profiles obtained for the double-mutants was detected in comparison to *set2*Δ, except for a modest effect observed in the *rtt109*Δ*set2*Δ*bar1*Δ mutant (Supplementary Fig. S22). In consequence, while H3K14ac appears to be maintained at low levels within gene bodies through the activation of Rpd3S, the mechanism of its incorporation in the *set2*Δ mutant does not seem to involve the classical histone exchange pathway.

Finally, to address a potential crosstalk between H3K14ac and H3K4me3/2 in the 3′ region of genes, we introduced mutations deleterious for histone H3 acetylation (Maltby *et al*, 2012) in a *set2*Δ background (*set2*Δ*ada2*Δ*sas3*Δ). The triple mutant did not display any striking difference in the genome-wide distribution of H3K4me3 in comparison to that obtained in *set2*Δ, while a substantial decrease in H3K4me2 was detected near the 3′ end of genes, about 1,000 bp downstream of the TSS (Supplementary Fig. S16). In contrast, abrogation of H3 acetylation resulted in an increased level of H3K4me2 in the intragenic region between the TSS and 500 bp downstream of the TSS, similar to that observed in *ada2*Δ*sas3*Δ (Supplementary Fig. S23). This enrichment in H3K4me2 in the double mutant has been reported elsewhere (Maltby *et al*, 2012) and shown to be linked to the histone demethylase, Jhd2p, whose activity on H3K4me3 is triggered by H3K14ac depletion (Liang *et al*, 2007; Maltby *et al*, 2012). Our results suggest that the interactions between H3K14ac and H3K4me3/2 toward the 3′ end of genes are of a distinct nature and may involve other molecular partners.

## Discussion

Chromatin immuno-precipitation followed by sequencing (ChIP-Seq) has provided major insights into the molecular mechanisms underlying chromatin dynamics and transcription regulation. In this study, we present Bar-ChIP, a method derived from ChIP-Seq that drastically accelerates its current experimental throughput without the need for robotics instrumentation. We compared the quality and precision of the data obtained using Bar-ChIP with those generated with traditional ChIP-Seq and assessed the multiplexing potential of the approach. Bar-ChIP led to several findings that shed light on the interplay between H3K14 acetylation and H3K4 methylation, which we further investigated. Results of these additional studies are also reported here.

Bar-ChIP relies on direct molecular barcoding of fragmented chromatin prior to immuno-precipitation, an approach, which, as we demonstrated, does not impact the nucleosomal distribution obtained after chromatin fragmentation. Furthermore, this new technology faithfully captures mono-nucleosome fractions that are enriched for a targeted histone mark. Indeed, genome-wide profiling of H3K4me3 in *S. cerevisiae* using Bar-ChIP recovered the distribution of nucleosomes marked with this histone modification, with a high inter-sample reproducibility, similar to that obtained with traditional ChIP. Absolute enrichments slightly differed between the two techniques. This may possibly stem from potential biases in both nucleosome barcoding and immuno-precipitation, given the somewhat longer nucleosome-protected fragments that are recovered with Bar-ChIP. Nevertheless, our observations indicate that the ligation of molecular adapters to fragmented chromatin does not interfere with the propensity to pull-down protein–DNA complexes using specific antibodies. By generating the equivalent of 90 distinct ChIP-Seq datasets within a few days, we demonstrate that the use of molecular barcodes permits the simultaneous immuno-precipitation of all biological samples as a pool of fragmented chromatin, hereby reducing the technical variability, which is inherent to experiments performed sequentially. The limited number of estimated unique molecules retrieved per IP reflects a moderate complexity of the sequencing libraries. This might originate from a limited efficiency of the nucleosome barcoding step, added to a possible preference of the ligase for certain populations of nucleosomes. Given the aforementioned potential biases and the modest resolution of the data, Bar-ChIP is an ideal approach to obtain a quick genome-wide overview of histone PTM enrichment patterns. Interesting trends may then be confirmed by complementary experiments.

During the preparation of this manuscript, Lara-Astiaso *et al* (2014) reported the indexing of sheared cellular chromatin isolated from dendritic cells before immuno-precipitation. This independent work also highlights the advantage of such an approach to assay multiple samples simultaneously and insure inter-sample reproducibility. Our study demonstrates that the ligation of DNA adapters may be equally performed on nucleosomal fractions isolated by enzymatic treatment without the need for chromatin immobilization prior to the indexing. This confers single-nucleosome resolution and further increases the speed of the assay.

Bar-ChIP applied to genome-wide profiling of several histone modification mutants revealed striking differences in nucleosome positioning around the transcription start sites (TSS). *eaf3*Δ and *set1*Δ mutants displayed a nucleosome-depleted region 50 bp wider than that of the wild-type strain, as well as shorter +1 nucleosomes, indicative of a greater sensitivity to MNase. This suggests that the two mutants possibly display a more open chromatin structure or are associated with the presence of partially unwrapped nucleosomes or subnucleosomal particles (Henikoff *et al*, 2011). Additionally, while the multiplexing experiment confirmed the complete abrogation of H3K4 methylation in *set1*Δ, it also showed that this impacted the genome-wide pattern of H3K14ac and H3K36me3. In fact, both histone marks appeared to be enriched at the −1 nucleosome in comparison to the wild-type strain, which could represent disequilibrium in bidirectional promoter activity as previously observed in the context of histone hyperacetylation (Schuettengruber, 2002). Further investigation will be needed to assess whether such a similar mechanism plays a role in the localized PTM enrichment we observed in *set1*Δ.

Set2p, Rco1p and Eaf3p are all necessary for the activity of the Rpd3S complex which maintains low levels of acetylation within coding regions and prevents cryptic transcript initiation (Carrozza *et al*, 2005; Keogh *et al*, 2005; Drouin *et al*, 2010). Consistent with this model, analysis of *set2*Δ, *rco1*Δ and *eaf3*Δ profiles using Bar-ChIP revealed H3K14ac enrichment in the 3′ region of genes, with an accumulation of the mark throughout the entire body of genes. Genome-wide increased acetylation of histone H4, H3K9 and H3K56 was previously reported in yeast strains deleted for these proteins (Drouin *et al*, 2010; Venkatesh *et al*, 2012). This is the first time, however, that such a trend is specifically observed at the genome-wide level for H3K14. As the Rpd3S complex acts downstream of Set2p in the transcriptional elongation process through its recruitment and activation by H3K36me3 (Govind *et al*, 2010), our results imply that H3K14ac is also generally maintained at a low level within gene bodies via activity of the Rpd3S histone deacetylase complex.

Additionally, the *set2*Δ mutant displayed a significant enrichment for H3K4me3 and H3K4me2 in regions near the 3′ end of genes, which contrasted with the usual presence of these marks around promoters and just downstream of TSS, respectively (Ng *et al*, 2003; Pokholok *et al*, 2005; Li *et al*, 2007a). We showed that *set2*Δ atypical H3K4me3 pattern is mostly driven by genes with cryptic sites of transcription initiation, which display dramatic elevation in H3K4me3 occupancy at their 3′ end. This indicates a direct association between the appearance of the H3K4me3 mark in the body of genes and the emergence of spurious transcripts in the same genomic regions. Furthermore, our data imply that accumulation of H3K14ac in *set2*Δ derives from a process that is distinct from increased histone turnover, in contrast to acetylation of histone H4, H3K9 and H3K56 (Venkatesh *et al*, 2012). In comparison, when analyzing *set2*Δ in combination with ada2Δ*sas3Δ*, H3K4me3 was not affected while increased levels of H3K4me2 were observed between the TSS and 500 bp downstream of the TSS, with a substantial depletion of the mark toward the 3′ region of genes. This suggests that, while H3K14 acetylation may negatively regulate H3K4me3 demethylation by the histone demethylase Jhd2p in gene bodies (Maltby *et al*, 2012), the possible interplay between H3K14 acetylation and H3K4 methylation toward the 3′ region of genes relies on a different molecular mechanism.

In conclusion, we demonstrate that Bar-ChIP provides fast and accurate overview of the genome-wide chromatin status of multiple samples at once. Bar-ChIP faithfully captures patterns of histone marks and the sensitivity of the technique enables the detection of fine differences in histone modifications harbored by yeast chromatin-associated mutants.

## Materials and Methods

### Yeast strains, culture and crosslinking conditions

All *S. cerevisiae* strains used in this study are derived from BY4741 (Winzeler, 1999) and listed in Supplementary Table S2. The deletion strains were generated using standard yeast chemical transformation procedures (Gietz & Schiestl, 2007). The *ada2*Δs*et2*Δ strain was obtained by deletion of *SET2* and its replacement by *HIS3* in the BY4741*ada2*Δ background, while the *set2*Δ*ada2*Δ*sas3*Δ strain was constructed by replacing, in the BY4741*sas3*Δ background, *ADA2* and *SET2* with *URA3* and *HIS3*, respectively.

Cells were grown in 50 ml YPD (1% yeast extract, 2% peptone, 2% glucose and 40 mg/l adenine) and harvested at an OD_600_ of ∽1. Crosslinking was performed with 1% formaldehyde (final concentration) for 15 min at room temperature on a shaker plate. Fixation was quenched with the addition of glycine to a final concentration of 0.135 M. Crosslinked cells were washed three times in ice-cold TBS buffer (20 mM Tris pH 7.5, 0.146 M NaCl). Pellets were flash-frozen in liquid nitrogen and stored at −80°C for later use.

### Nuclear extraction and nucleosomes barcoding

Yeast pellets were resuspended in NP-S buffer (0.5 mM spermidine, 0.075% NP-40, 10 mM Tris-HCl pH 7.4, 50 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_ and 1 mM β-mercaptoethanol) with Protease Inhibitor Cocktail (Roche) and lysed at 4°C with 2 volumes of glass beads in a FastPrep instrument (MP Biomedicals) using the following settings: 4 × 20 s at 6.5 m/s with 1 min pause between each pulse. Nucleosome fractions were isolated by incubating lysates with 80 U of micrococcal nuclease (Worthington Biochemicals) for 45 min at 37°C. EGTA was added to samples at a final concentration of 0.01 M for enzyme inactivation. Note that given the stronger affinity of EGTA for Ca^2+^ than Mg^2+^ ions, this concentration is sufficient to inactivate the MNase without inhibiting any of the downstream enzymatic reactions. MNase digestion generally produced about 80% of mono-nucleosomes as confirmed on a bioanalyzer (Agilent).

Barcoding of nucleosome fractions was performed using 50 μg of starting material as measured by absorbance at 260 nm with Nanodrop. Chromatin fragments were end-repaired with 2 μl of NEBNext End repair Enzyme Mix (New England BioLabs), dA-tailed with 2 mM dATP and 20 U Klenow Fragment (Thermo Scientific) and ligated for 4 h at 16°C to paired-end adapters containing a 6-mer multiplex barcode with 1,600 U T4-DNA ligase (New England BioLabs). Enzymes were heat-inactivated at 65–70°C between each step. Inactivation of the DNA ligase by incubating samples at 65°C for 15 min after the adapter ligation step was particularly important to prevent any further barcoding during the sample pooling and thus any cross-contamination between samples and adapters (Supplementary Fig. S24). Note that the length of incubation was not sufficient to promote reverse crosslinking of the samples, usually obtained after 12–14 h. Barcoded chromatin samples corresponding to the various wild-type and mutant yeast strains and replicates were pooled together in estimated equal amount before aliquoting the resulting pool for the diverse immuno-precipitation experiments.

### Chromatin immuno-precipitation

All antibodies used in the study are listed in Supplementary Table S3.

Three microliters of anti-H3K4me3, 10 μl of anti-H3K4me2, 10 μl of anti-H3K4me1, 5 μl of anti-H3K14ac and 4.5 μl of anti-H3K36me3 were used for each immuno-precipitation.

Antibodies were diluted in PBS containing 5 mg/ml BSA (Sigma) and 10–30 μg of yeast tRNA (Ambion) and conjugated to 1.5 and 4.5 mg of protein A Dynabeads (Invitrogen) for classical ChIP and Bar-ChIP, respectively, for 4 h at 4°C on a wheel. A no antibody control (i.e. protein A Dynabeads only) was included in all IP experiments.

One hundred and fifty micrograms of barcoded (Bar-ChIP) or 50 μg of non-barcoded nucleosomes (classical ChIP) were diluted in lysis buffer (50 mM Hepes, 140 mM NaCl, 1 mM EDTA, 1% Triton, 0.1% sodium deoxycholate, 1 mM benzamidine and Protease Inhibitor Cocktail) and incubated with antibody-coated magnetic beads overnight at 4°C on a wheel. Chromatin–antibody complexes were washed eight times in RIPA buffer (0.05 M Hepes, 0.5 M LiCl, 1 mM EDTA, 1% NP-40 and 0.7% sodium deoxycholate), and chromatin was eluted from the antibody-coated beads by two 10-min incubations in ChIP elution buffer (50 mM Tris pH 8.0, 10 mM EDTA and 1% SDS) at 68°C with mixing.

Crosslinking was reversed by incubating chromatin with 1 μl RNase cocktail (Ambion) for 1–2 h at 37°C, and degrading proteins with 150 μg (3 U) proteinase K (Invitrogen) for 14 h at 65°C.

IP DNA and input DNA were purified with Ampure XP magnetic beads (Agencourt) according to the manufacturer's instructions and diluted in 10 mM Tris–HCl pH 8.5.

IP enrichments were also confirmed by quantitative PCRs (see below).

### Sequencing library preparation

For classical ChIP experiments, 20–100 ng of IP DNA and input DNA were end-repaired, dA-tailed and ligated to paired-end adapters as described above. Purification of the newly barcoded DNA samples was performed using Ampure XP beads.

One nanogram of barcoded IP DNA and input DNA from Bar-ChIP and classical ChIP experiments was amplified by PCR using 0.4 μl of each Illumina paired-end primers (at 10 μM) and 20 μl of 2× Phusion HF Master Mix (New England Biolabs) with the following program: 30 s at 98°C for initial denaturation, 30 s at 98°C, 30 s at 65°C, 30 s at 72°C for 18 cycles, followed by 5 min at 72°C for final extension. PCR products were purified using Ampure XP beads, and selection of 300 bp fragments was carried out with SPRI select beads (Beckman Coulter Life Sciences) following the manufacturer's instructions.

Libraries were sequenced on the Illumina HiSeq 2000 system using 105 bp paired-end reads.

### Quantitative PCR assays

For quantitative PCR assays, IP DNA and input DNA were used at 1/10 and 1/50 dilutions, respectively, while DNA from control IP (no antibody) was used undiluted. Amplifications were performed with primers spanning the ARO1 locus using Sybr Green PCR Master Mix (Applied Biosystems). Primers were designed based on the study of Pokholok *et al* (2005) for identification of regions positive and negative for the probed histone marks. Primers for the ARO1 region positive for H3K4me3, H3K4me2, H3K4me1 and H3K14ac were as follows: forward, 5′-ACGCCGACTCGTAACCATTA-3′; reverse, 5′-TGGCTAACTGCACCATCGTA-3′, while primers for the ARO1 region positive for H3K36me3 were as follows: forward, 5′-ACGTCATTGAAAGTGATGCCT-3′; reverse, 5′-GCATCACCTTGTAACGACTCA-3′. Primers for the ARO1 region negative for all these marks were as follows: forward, 5′-AACTTCGAAATTGAAGCCATT-3′; reverse, 5′-ACGCCAACGTGTTCCTTAAT-3′. The following qPCR conditions were used: 2 min at 50°C, 10 min at 95°C, followed by 40 cycles of 15 s at 95°C and 1 min at 60°C. All primers were used at a final concentration of 300–500 nM.

### Sequence alignment and read filtering

Illumina HiSeq 94 bp sequencing tags were aligned to the S288c reference genome (*S. cerevisiae* version R64-1-1) using Bowtie2 software (version 2.1.0) with no mismatch allowed within the seed alignment (seed of length 22, default setting). Each aligned dataset was then filtered for read pairs with a unique, unambiguous alignment and in convergent orientation (inward-facing read pairs). Pairs of reads defining DNA fragments with a size greater than 220 bp and therefore assumed to not correspond to a mono-nucleosomal fraction were filtered out. Selection of this size threshold was based on the profiles obtained for the chromatin samples run on a bioanalyzer, suggesting that mono-nucleosome sizes ranged from 148 to 152 bp. Additionally, for the aligned datasets derived from the multiplexing experiment, paired-end reads defining DNA fragments with a size smaller than 130 bp were also removed. Finally, estimated PCR duplicates (read pairs defining DNA fragments with more than two identical copies with the same first and last genomic positions) were also filtered out.

### Track visualization and TSS plots

Nucleosome prediction was based on the assumption that each read pair spanned the length of a single-nucleosome molecule and could be used to define its position. The midpoint of the nucleosome was then approximated as being the center of the genomic locus intercepted by the read pair. To visualize local nucleosome occupancy, we determined the number of nucleosome molecules located at each genomic position and used the IGB browser to view the associated coverage tracks.

To determine the global number of nucleosomes at each position around the annotated transcription start sites, we used an updated transcript annotation from Xu *et al* (2009) and the HTSeq package (Anders *et al*, 2014). These counts were then summed across all genes and divided by the total number of observed nucleosomes, thereby providing the genome-wide distribution of nucleosomes at each position around transcription start sites (TSS). This distribution was used to assign an occupancy level to each position around the TSS. Occupancy levels were plotted as a function of the distance to the TSS. Such plots were designated as TSS plots.

The occupancy ratio for a given histone mark was computed as the ratio of the occupancies derived from both input nucleosomal DNA and IP DNA. This ratio was plotted as a function of the distance to the TSS. To take into consideration the variations in MNase sensitivity between the profiled yeast strains and therefore the difference in the size of the chromatin fragments, notably between *set1Δ* and *eaf3Δ* mutants and all other strains (Supplementary Fig. S11), an extended window size for mono-nucleosome fragments was used to generate nucleosome counts for the inputs (to include fragments as small as 100 bp). Use of the same window size for the IP fractions did not, however, modify the computation of histone occupancies (Supplementary Fig. S25).

### Statistical analysis of the histone mark distribution

To compare histone mark distributions between two strains or conditions, we used the DESeq2 package (Love *et al*, 2014), which allows for both a normalization of the nucleosome counts using the chromatin input datasets and an estimation of the biological noise thanks to the biological replicate information. For each replicate and each gene, we computed the number of nucleosomes at every position around the TSS, both in the dataset generated from the IP and in the chromatin input. After removal of null counts, we estimated the average number of nucleosomes per gene at each position around the TSS—this number was computed for both the input and IP datasets. These counts were then used to call for significant differences using the DESeq2 package. Nucleosome counts from the chromatin inputs served as normalization factors, after being pondered by the coverage ratio between input and the datasets. These factors are used to correct for potential technical biases such as chromatin solubility, enzyme accessibility or preferential PCR amplifications. Local FDR values were computed from the *P*-values returned by DESeq2 using the fdrtool package (local FDR threshold was set to 0.2) (Bernd Klaus and Korbinian Strimmer, 2014). Finally, only the positions with a log2 fold change greater than 0.05 and a local FDR value smaller than 0.2 were considered significant. To choose such a threshold for fold change, we compared two sets of biological triplicates of H3K4me3 profiles generated at an interval of several months. We assumed that the threshold should be such that we do not observe any differences between those datasets and therefore selected the 0.05 value (Supplementary Fig. S5). This threshold was then applied to all further comparisons. Results were plotted using the ggplot2 package. Mean normalized counts per replicates were computed using the smhuber function from the smoothmest package (Christian Hennig, 2014).

### Call for Set2-dependent genes

Sequencing reads were aligned to the S288c reference genome (*S. cerevisiae* version R64-1-1) using Novoalign software with default settings. 

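The deposited positions fall on the 16 nuclear chromosomes of R64-1-1, and their coordinates were checked against its sequence. At plus-strand positions with at least 5 counts, the pyrimidine-purine dinucleotide lay at the listed base in 84.6% and 85.0% of positions in BY4741 and in 80.8% and 82.3% in *set2*Δ. On the minus strand it lay there in 23.4% and 23.8% and in 23.6% and 23.7%. It was found 42 bp to the right of the listed base in 78.8% and 78.7% of minus-strand positions in BY4741 and in 77.0% and 77.0% in *set2*Δ. Minus-strand counts were therefore assigned to the base 42 bp to the right. With the minus strand used as listed, 1165 genes were Set2-dependent, of which 1148 were among the 1189.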

Reads with multiple alignments and/or carrying soft-clipped bases on the 5′ end or on more than 10% of the total read length were excluded from downstream analysis. 

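Counts were spread over 163976 and 137200 positions in the BY4741 libraries and 446050 and 380465 in the *set2*Δ libraries, of which between 61.9% and 63.3% held 1 count. Positions with 8 or more counts held between 43.5% and 47.0% of the counts of a library. The number of positions did not fall steadily with the count. In every library more positions held 16 counts than 14, with 1286 against 1025 and 1018 against 873 in BY4741 and 5855 against 3214 and 4326 against 2821 in *set2*Δ. The ratio of the strains fell with the height of a position up to 20 counts. Where BY4741 replicate 1 had 1 count, *set2*Δ replicate 1 had 5.32 times the counts of BY4741 replicate 2, and where it had 16 to 20 counts the factor was 1.18. At 21 or more counts it was 1.24. After every position with 8 or more counts in any library was left out, 1089 genes were called more frequent and 859 less frequent, and 1082 of the former were among the 1189.

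**Figure D2:**
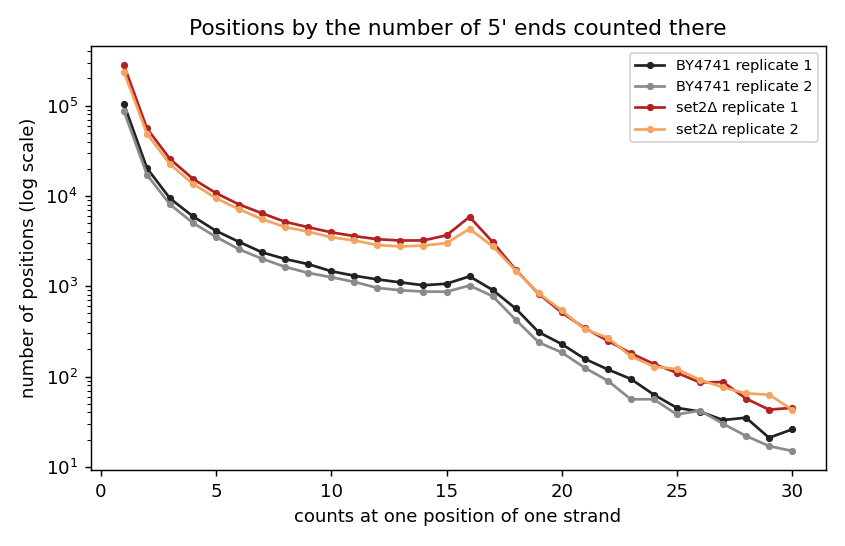
Number of positions (vertical axis, log scale) by the counts of 5′ ends at one position of one strand (horizontal axis, up to 30), for each library. All 4 lines have a local peak at 16 counts, with 1286 and 1018 positions in BY4741 and 5855 and 4326 in *set2*Δ.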

We used the HTSeq package to evaluate the number of reads whose 5′ end fell within an annotated gene feature, after exclusion of the first 200 bp, hereby narrowing down the effect of Set2 on the 3′ portion of annotated genes. 

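Within the internal windows of Set2-dependent genes, counts rose toward the 3′ end in both strains but fell again at its very end. Of 10 equal parts of the window, the ninth held 18.4% and 18.0% of the counts in BY4741 and 18.3% and 18.8% in *set2*Δ, and the last 16.7% and 17.8% and 12.6% and 12.6%. When the window was divided into 3 equal parts, the first, middle and last part in BY4741 held 16.5% ± 0.359, 29.4% ± 0.134 and 54.1% ± 0.493 of the internal counts (SD, n = 2). In *set2*Δ the shares were 13.3% ± 0.251, 35.1% ± 0.00988 and 51.6% ± 0.261. The share of the middle part was higher in both *set2*Δ libraries than in both BY4741 libraries, and that of the last part lower. In the other tested genes the shares were 25.0%, 32.6% and 42.4% in BY4741 and 25.8%, 33.6% and 40.6% in *set2*Δ. The parts were fixed by the length of the window and not by the counts, and the window includes the 3′ end of the coding sequence. When the first 100 bp instead of 200 bp were left out, 1107 genes were Set2-dependent, and 1074 were when 300 bp were left out.

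**Figure D3:**
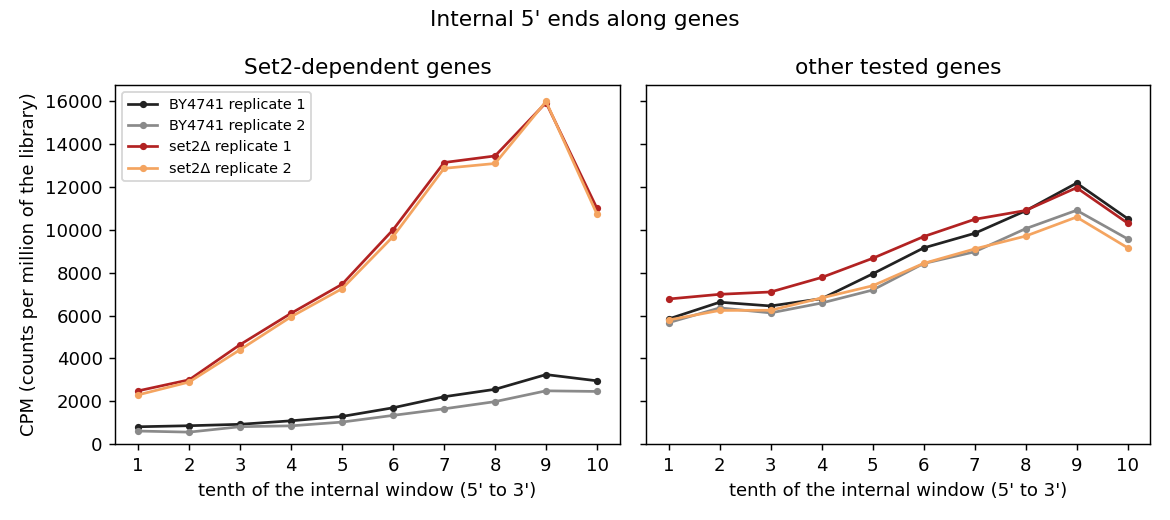
Internal 5′ ends (vertical axis, counts as CPM of the library) in 10 equal parts of the internal window (horizontal axis, from 5′ to 3′), summed over the 1189 Set2-dependent genes and over the 3537 other tested genes. Lines are single libraries. In Set2-dependent genes both *set2*Δ lines lie above both BY4741 lines in every part. These genes were selected in the same libraries for an internal increase, so this order is largely built in.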

The resulting count tables were then used to call for differentially expressed genes using the DESeq2 package. 

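DESeq2 gave an adjusted p for 3351 of the 4726 tested genes and none for 1375, which its filter on low mean counts left out. Of the 618 genes it called more frequent in *set2*Δ, all were called by edgeR as well. In counts simulated at this depth with 200 changed genes and the observed dispersion of 0.00708, edgeR found 50% of the changed genes that were tested, and 6.12% of its calls were unchanged genes. DESeq2 found 26.1% in the same counts and called no unchanged gene. With a dispersion of 0.05, edgeR found 28.4% and DESeq2 14.7%. These percentages depend on the size of the simulated changes and on their number, which was far below the number of genes called in the data. Neither pile-up at high positions nor a drift with the level of counts was simulated. The simulation therefore compares the 2 tools, and its rates do not carry over to the real calls.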

The standard analysis workflow was used as described in the vignettes. 

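Among genes with a mean of at least 20 counts in *set2*Δ and counts of the strains that do not overlap, the 5 with the highest fitted log2 fold change had no BY4741 count at all. The fit does not measure the size of such a change, so their order is no ranking, and genes with BY4741 counts can have a larger ratio. Against a floor of 3 counts over both BY4741 libraries, MEC1 (YBR136W, chromosome II, 505668 to 512774) was at least 7.33-fold higher, with 56 and 44 counts in *set2*Δ. By the same measure MRS2 (YOR334W) was at least 6.53-fold higher, PMA2 (YPL036W) 5.72-fold, MET3 (YJR010W) 4.99-fold and YNL018C 4.25-fold. The adjusted p of MEC1 was 2.97e-08 and that of YNL018C 4.63e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all of these genes were called under each alternative that could test them. Only 55.2% of the internal positions of YNL018C and 97.8% of those of PMA2 start a sequence of 43 bp that is unique in the genome, and the counts of both genes leave out reads that align elsewhere as well. At the other end, HXK1 (YFR053C) had a log2 fold change of -4.06, with 12 and 33 counts in BY4741 and 5 and 7 in *set2*Δ. Its BY4741 libraries differed, at 241 and 913 CPM, and the log2 fold change was -3.03 without BY4741 replicate 2 and -4.86 without BY4741 replicate 1. The next lowest were TDH3 (YGR192C) at -3.38, TDH2 (YJR009C) at -3.05, FIT3 (YOR383C) at -3.04 and GPM1 (YKL152C) at -3.03. All had an adjusted p of 4.25e-13 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HXK1 and these genes were also called lower at the 5′ end, at log2 fold changes from -2.38 in HXK1 to -1.56 in TDH2. The decreases were therefore not limited to the inside of the genes. In TDH3 and TDH2, which resemble each other, 66.5% and 57.4% of the internal positions start a unique sequence. Among the chromatin regulators deleted in the study, RCO1 (YMR075W) had 0 and 1 internal counts in BY4741 and 43 and 36 in *set2*Δ, a ratio of 17.4 (95% counting interval 3.03 to 695), with an adjusted p of 2.46e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SAS3 (YBL052C) rose from 313 ± 11.8 to 976 ± 70.5 CPM (SD, n = 2), a log2 fold change of 1.63 (adjusted p = 4.46e-07, same test). Both genes also rose at the 5′ end, at log2 fold changes of 1.63 in RCO1 and 1.74 in SAS3. The internal change did not differ significantly from that at the 5′ end (adjusted p of 0.18 and 0.93 by edgeR's quasi-likelihood test of the difference). Neither rise can therefore be taken as specific to the inside of the gene. SET1, EAF3, RPD3, ASF1, RTT109, ADA2, JHD2, CHS3 and ARO1 were not called, although scaling to library totals called SET1, ASF1, ADA2 and CHS3 more frequent, 5′ end scaling called ASF1 so as well, and EAF3 was called less frequent with 100 bp left out, with filterByExpr or with loess offsets. BAR1 (YIL015W) and GAL10 (YBR019C) were called less frequent, at log2 fold changes of -0.97 and -2.32. BAR1 was not called by DESeq2, with 5′ end scaling, with scaling to library totals or without BY4741 replicate 2, where its log2 fold change was -0.85. GAL1 had too few counts to be tested.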

Genes with a log2 fold change greater than 0 and an adjusted *P*-value smaller than 0.1 were considered to be Set2 dependent as they gave rise to an increased number of internal transcription initiation sites in the *set2*Δ mutant.

### Data availability

All ChIP-Seq and Bar-ChIP data can be accessed through the ENA accession number ERP007035.

Transcriptomic data corresponding to the profile for BY4741 and *set2Δ* are accessible through the GEO accession number GSE62735.

# Supplementary material for: A high-throughput ChIP-Seq for large-scale chromatin studies
**Source:** Mol Syst Biol. 2015 Jan 12;11(1):777. doi: 10.15252/msb.20145776
**Supplement:** Supplementary file 26

Supplementary Legends

Figure S1

(A - L) Size distribution of the nucleosomal fragments obtained with both ChIP-Seq and Bar-ChIP protocols. Fragments for immuno-precipitated and input chromatin are included. Sizes were computed using the genomic coordinates of unambiguously mapped paired-end reads. Vertical red lines represent the cutoff value used to remove DNA fragments not originating from mono-nucleosomes (Material and methods - sequence alignment and read filtering).

Figure S2

Pairwise spearman correlations of the Log2 of reads counts between biological replicates for chromatin inputs obtained using the ChIP (A) and Bar-ChIP (B) protocols as well as for immuno-precipitated chromatin fractions recovered from either ChIP (C) or Bar-ChIP (D) experiments.

Figure S3

(A-F) Scatterplots illustrating the correlation between read counts in the ChIP-Seq and Bar-ChIP datasets. Counts for the input and immuno-precipitated chromatin datasets are included. 100-bp bins were used to compute the counts.

**Figure S4**

Scatterplots illustrating the correlation between H3K4me3 enrichment ratios in the ChIP-Seq and Bar-ChIP datasets. A window of 400-bp (from -5 to +395) around the TSS was used to compute the counts.

Figure S5

Numerical comparison of the ChIP-Seq and Bar-ChIP datasets.

(A-B) Illustration of the normalization of the H3K4me3 counts between two biological replicates using the chromatin input signal for either Bar-ChIP (A) or ChIP-Seq (B) protocols. For each position, the difference between normalized counts of the two replicates (y-axis) was computed and plotted as a function of the mean count between the two values (x-axis). The blue shade illustrates the density of points in a given area of the plot.

1. Dispersion estimation as computed using the DESeq2 package to evaluate the variance-mean relationship in the comparison of Bar-ChIP and ChIP-Seq datasets.
2. Computation of the local FDR from the p-values. Panels show the direct output of the FDR tool. The local FDR used for thresholding is shown at the bottom.

Figure S6

Statistical significance in changes of H3K4me3 distribution between two ChIP-Seq experiments, at a fold change threshold of 0 and 0.05.

1. Normalized H3K4me3 mean counts across biological replicates plotted as a function of the distance to the TSS. Red points represent significant differences between the two conditions. H3K4me3 counts were normalized using the chromatin input counts pondered by the ratio of coverages. Changes in counts were considered significant when the associated local FDR was below 0.2.
2. Normalized H3K4me3 mean counts across biological replicates plotted as a function of the distance to the TSS. Red points represent significant differences between the two conditions. H3K4me3 counts were normalized using the chromatin input counts pondered by the ratio of coverages. Changes in counts were considered significant when the associated local FDR was below 0.2 and when the log2 of the estimated fold change was greater than 0.05.

Figure S7

Percentage of reads attributed to each strain after demultiplexing. After demultiplexing of each sequencing lane, the number of reads attributed to each strain was divided by the total number of reads recovered to correct for potential differences in sequencing depth across lanes. Absolute numbers in million for recovered sequencing reads are indicated.

Figure S8

Distribution of the estimated unique molecules recovered from each sequencing lane. For each dataset, after filtering for pairs of reads stemming from mono-nucleosomes, read pairs defining DNA fragments with more than two identical copies with the same first and last genomic positions were considered as PCR duplicates. Remaining reads were assumed to originate from unique molecules. Their relative abundance in the initial dataset defined the proportion of unique molecules.

**Figure S9**

Bioanalyzer traces for each biological replicate of *set1∆* (A), *eaf3∆* (B) and *set2∆* (C) after MNase digestion.

Figure S10

Nucleosome occupancy around the 5’ nucleosome-depleted region in the 5 yeast strains profiled in the multiplexing experiment.

Figure S11

Size distribution of the nucleosomal fragments obtained from the multiplexed Bar-ChIP experiment. An example of each profiled strain is given. Only fragments from input chromatin are included. Sizes were computed using the genomic coordinates of unambiguously mapped paired-end reads. Red lines represent size thresholds above or below which read pairs were excluded.

**Figure S12**

Statistical significance for changes in H3K4me3 distribution in the wild-type strain profiled by Bar-ChIP in the multiplex experiment (in blue) and in the comparative experiment “Bar-ChIP vs ChIP-Seq" (in black)

**Figure S13**

Residual PTM enrichment patterns for *set1∆* and *set2∆* mutant strains

(A) Residual H3K4me1 enrichment pattern for *set1∆* in comparison with BY4741

(B) Residual H3K4me1 enrichment pattern for *set1∆* in comparison with all other profiled strains

(C) Residual H3K4me2 enrichment pattern for *set1∆* in comparison with BY4741

(D) Residual H3K4me2 enrichment pattern for *set1∆* in comparison with all other profiled strains

(E) Residual H3K4me3 enrichment pattern for *set1∆* in comparison with BY4741

(F) Residual H3K4me3 enrichment pattern for *set1∆* in comparison with all other profiled strains

(G) Residual H3K36me3 enrichment pattern for *set2∆* in comparison with BY4741

(H) Residual H3K36me3 enrichment pattern for *set2∆* in comparison with all other profiled strains

Figure S14

TSS-plots illustrating the distribution of H3K36me3 (A) and H3K4me1 (B) around the TSS, in the wild-type and mutant strains profiled in the multiplexed Bar-ChIP experiment.

**Figure S15**

Gene coverage tracks of 4 chosen loci illustrating the results of the multiplex experiment for H3K4me3. Bedgraph format displaying the number of counts per base pair.

**Figure S16**

TSS-plot representing nucleosome occupancy around the TSS of annotated genes as observed in the chromatin input from the wild-type and *set2∆* mutant strains profiled by classical ChIP-Seq. Occupancy levels are plotted as a function of the distance to the TSS.

Figure S17

Calls for significant changes in H3K14ac (A), H3K4me3 (B) and H3K4me2 (C) distributions between the wild-type strain and the set2Δ mutant. Normalized mean counts across biological replicates were plotted as a function of the distance to the TSS. Red points represent significant differences between the two conditions. Counts were normalized using the chromatin input counts pondered by the ratio of coverages. Changes in counts were considered significant when the associated local FDR was below 0.2 and when the Log2 of the estimated fold change was greater than 0.05.

Figure S18

DESeq2 calls for significant increase in internal transcription initiation sites.

1. 

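The ratio of the strains fell with the level of counts in a gene. Among genes with 1 to 5 internal counts in BY4741 replicate 1, *set2*Δ replicate 1 had 9.83 times the internal counts of BY4741 replicate 2, and among genes with 41 to 80 counts it had 3.49 times. Genes were grouped by 1 BY4741 library and compared with the other, so that the noise of a single library does not enter both. When this relation was removed with cyclic loess offsets, 1056 genes were called more frequent and 920 less frequent, and 1019 of the former were among the 1189.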

Log2 of estimated fold change in counts plotted as a function of the mean counts. Each point represents an annotated feature. Red points represent significant calls for which the fold change is different from 1 and the adjusted p-value is smaller than 0.1.
2. 

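The common dispersion of internal counts estimated by edgeR corresponds to a biological coefficient of variation of 8.41%. Replicates of internal counts differed by more than sampling noise, with a chi-square per degree of freedom of 1.26 over 2259 genes in BY4741 and 1.21 over 4491 genes in *set2*Δ. With 2 libraries per strain the dispersion of a single gene rests on few degrees of freedom and is moderated by that of the other genes.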

Dispersion estimation as computed using the DESeq2 package to evaluate the variance-mean relationship in the counts datasets for BY4741 and set2Δ.

Figure S19

Gene length distribution for the full Saccharomyces cerevisiae S288c annotated genome (black line) and for the group of Set2-dependent genes (red line).

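Lengths were taken from the reference annotation, which gives coding sequences without untranslated regions. The 1189 Set2-dependent genes had a mean coding length of 2403 ± 1390 bp (SD, median 2088 bp) and the 3537 other tested genes 1396 ± 856 bp (median 1188 bp). The difference of 1007 bp had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, although genes are not independent replicates. All 6002 nuclear protein-coding genes of the annotation had a mean of 1476 bp. The share of Set2-dependent genes rose with length, from 4.96% in the shortest of 5 classes of tested genes of near-equal size to 10.1% in the next class and 35.4% and 54.6% in the longest classes. The alternative that moved the difference most was to test 1 window of the same 500 bp in every gene of at least 700 bp. There the 308 called genes had a mean of 1523 bp and the 2188 others 1406 bp, a difference of 117 bp (permutation test, p = 0.00298). Against other genes matched on the mean internal count, the difference was 768 bp (permutation test, p = 1e-05).

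**Figure D4:**
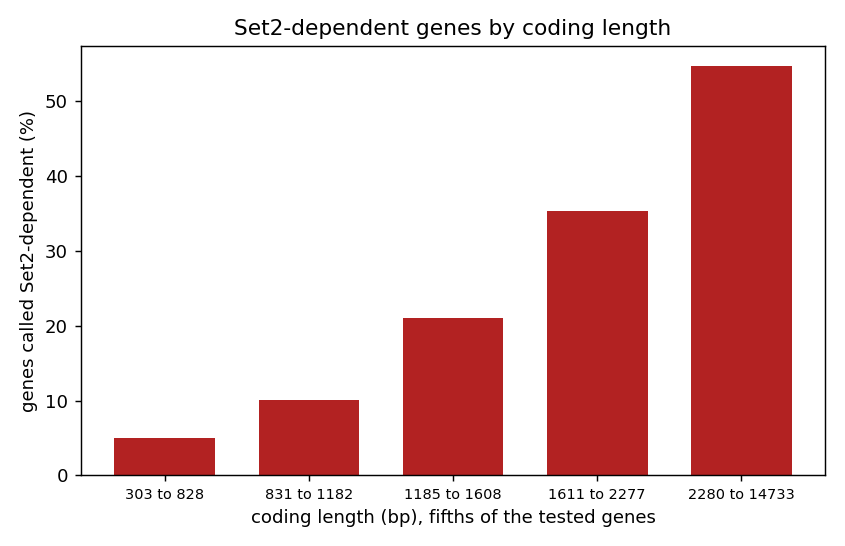
Share of tested genes called Set2-dependent (vertical axis, %) in 5 classes of the tested genes by coding length (horizontal axis, bp). The bars rise from 4.96% in the shortest class to 54.6% in the longest.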

**Figure S20**

TSS-plots illustrating the distribution of H3K4me3 (A) and H3K14ac (B) around the cryptic TSS, in the wild-type and *set2∆* strains profiled using classical ChIP-Seq.

Figure S21

Calls for significant changes in H3K4me3 (A and C) and H3K14ac (B and D) distributions for the Set2-dependent (A and B) and independent genes (C and D) in the wild-type strain and the set2Δ mutant. Normalized mean counts across biological replicates were plotted as a function of the distance to the TSS. Red points represent significant differences between the two conditions. Counts were normalized using the chromatin input counts pondered by the ratio of coverages. Changes in counts were considered significant when the associated local FDR was below 0.2 and when the log2 of the estimated fold change was greater than 0.05. Set2-dependent and independent genes were called using DESeq2.

Figure S22

TSS-plots illustrating the distribution of H3K14ac in mutants of histone chaperones in a set2Δ background. All occupancy levels were normalized using the chromatin inputs.

The BAR1 gene was deleted in the mutant strains to permit growth arrest by treating yeast cultures with α-factor. set2Δ (no growth arrest) is displayed in red, set2Δbar1Δ is in black while set2Δbar1Δasf1(A) or set2Δbar1Δrtt109(B) are in blue.

Figure S23

TSS-plots illustrating the distribution of H3K4me3 (A) and H3K4me2 (B) in histone acetylation mutant in a set2Δ background. All occupancy levels were normalized using the chromatin inputs. Wild-type background strain BY4741 is displayed in black, set2Δ is in red, the double-mutant ada2Δsas3Δ, which is characterized by a general hypo-acetylation of histone proteins is in blue and the triple mutant set2Δ ada2Δsas3Δ is in yellow.

**Figure S24**

Reads recovered following the sequencing of libraries that were barcoded directly after chromatin fragmentation and pooled together. Proportion of reads with a unique barcode match on each side is indicated in blue, proportion of reads with two different barcodes is indicated in red, and unassigned reads are in white. Three reaction conditions are represented: without ligase inactivation, EDTA mediated inactivation and heat inactivation.

**Figure S25**

(A) Distribution of fragments smaller than 130bp (BY4741, *set2∆*, *rco1∆*) or 100bp (*eaf3∆*, *set1∆*) in the chromatin input for the multiplex experiment.

(B) H3K4me1 occupancies for *eaf3∆* including or not fragments as small as 100bp in the analysis.

(C) H3K4me2 occupancies for *eaf3∆* including or not fragments as small as 100bp in the analysis

(D) H3K4me3 occupancies for *eaf3∆* including or not fragments as small as 100bp in the analysis

(E) H3K14ac occupancies for *eaf3∆* and *set1∆* including or not fragments as small as 100bp in the analysis

(F) H3K36me3 occupancies for *eaf3∆* and *set1∆* including or not fragments as small as 100bp in the analysis

Table S1

Table listing the Set2-dependent genes called in this study.

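The table holds 720 entries. Of these, 670 name a single ORF of the annotation, 18 join a pair of ORFs and 32 match no counted gene, FLO8 among them. Of the 670 ORFs, 668 were tested here and 656 of those (98.2%) were called Set2-dependent, while none was called less frequent in *set2*Δ. The called genes include 55.2% that are in the table, and the odds ratio over all tested genes was 362. As the table was made from the same libraries, the overlap compares 2 ways of processing and is not independent evidence. With DESeq2, 571 of the 668 were called (85.5%), and 92.4% of its 618 calls were in the table. Among the first single-ORF entries, MTC4 (YBR255W) had a log2 fold change of 2.96 (adjusted p = 3.45e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 7 and 4 internal counts in BY4741 and 198 and 191 in *set2*Δ. HUL5 (YGL141W) had 7 and 5 counts in BY4741 and 168 and 137 in *set2*Δ, a log2 fold change of 2.48. CLG1 (YGL215W) had 9 and 3 counts in BY4741 and 67 and 45 in *set2*Δ, a log2 fold change of 1.03 with an adjusted p of 0.0421 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. CLG1 was not called under 8 of 24 other settings, among them DESeq2 and the fits without BY4741 replicate 2, without *set2*Δ replicate 1 and without *set2*Δ replicate 2, where its log2 fold change was 0.56, 0.75 and 0.97.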

Table S2

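The genotypes can be read from the counts. SET2 (YJL168C, chromosome X, 102227 to 104428, minus strand) had 7 and 2 internal counts in BY4741 and 0 and 1 in *set2*Δ. This is a ratio of 0.0244 between *set2*Δ and BY4741 (95% counting interval 0.000558 to 0.176), with an adjusted p of 1.64e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the 17 alternatives that tested the gene kept its direction and its call. At the BY4741 rate, 23.2 and 17.8 internal counts would fall in SET2 in the *set2*Δ libraries. The 5′ window of SET2 held 13 and 11 counts in *set2*Δ, all upstream of the gene. BY4741 carries deletions in HIS3, LEU2, MET15 and URA3 as markers. LEU2, MET15 (MET17 in the annotation) and URA3 had no internal count in any library and HIS3 had 0 and 1 in each strain. The 5′ window of HIS3 held 179 and 138 counts in BY4741 and 265 and 247 in *set2*Δ. The 5′ windows of LEU2 and MET15 held no count, and that of URA3 held 1 in BY4741 replicate 2. The counts thus show a lost 5′ end for these genes but not for HIS3.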

Table providing a description of the yeast strains used in this study.

Table S3

Table listing the antibodies used in this study, together with the providers and catalog numbers.

How the deposited data were processed for this re-analysis (not part of the article)

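The analysis covers 4 libraries of capped RNA 5′ ends, 2 from BY4741 and 2 from *set2*Δ, which are the data behind the call of Set2-dependent genes. The ChIP-Seq datasets of the article have no processed files in the deposit that was analysed and were left out. The deposited files give, for each strand, the unit counts: the whole number of 5′ ends at each base, as the authors made them, without normalization. According to the paper, reads were aligned to R64-1-1 with Novoalign, and reads with multiple alignments or soft-clipped 5′ ends were excluded. Reads themselves were not analysed here, so these steps are as the authors made them. Minus-strand positions were moved by 42 bp to the 5′ end, which the sequence at used positions fixed.

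Genes were the 6002 nuclear protein-coding genes of the reference annotation, of which 5710 of at least 300 bp were counted. Counts in 3 windows were used: sense counts from 200 bp after the start to the end of the gene, sense counts from 250 bp upstream to 199 bp inside the gene (5′ window), and antisense counts in the internal window outside the 5′ windows of other genes. Positions shared by 2 genes of the same strand were left out. Genes with at least 10 counts over the 4 libraries were tested, which were 4726, 5063 and 1478 genes in the 3 windows. The strains were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjusted p below 0.1) in R 4.3.3. The change in the internal window was compared with that in the 5′ window of the same gene in 1 model with library as a factor.

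Lengths were compared with permutation tests of 100000 resamples and shares of counts with exact permutation tests, with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9. Intervals of shares are 95% Wilson intervals. Ratios against a strain without counts use a floor of 3 counts over its libraries. The depth was 375442 to 452888 counts in BY4741 and 1099482 to 1267578 in *set2*Δ. The alternatives were DESeq2 1.42.0, DESeq2's size factors within edgeR, scaling to the counts in 5′ windows, no filter, edgeR's filterByExpr, an adjusted p of 0.05, 100 bp or 300 bp left out at the gene start, 100 bp added past the gene end, 300 bp upstream of same-strand genes left out, shared positions given to both genes, the highest position of each gene left out, distinct positions in place of counts, a replicate block, a narrower 5′ window and each library left out in turn. These alternatives and the rule for named genes were chosen before the data were examined. So were the tests, except those that the sections below name as chosen after the results were seen. Cyclic loess offsets (limma 3.58.1), scaling to library totals, libraries thinned to 1 depth, positions with 8 or more counts left out, counts inverted for a limit of 16 barcodes, minus-strand positions as listed and matching on 5′ counts were added afterwards.

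Named genes are every gene the paper names that the annotation holds, FLO8 and STE11 as reporters of cryptic initiation, the first 3 single-ORF entries of Supplementary Table S1, and the genes with the largest changes. The latter had to pass the threshold with a mean of at least 20 counts in the higher strain and normalized counts that do not overlap between the strains: 5 in each direction in the internal test and 3 with the largest antisense increase. The entries of Supplementary Table S1 were known when the rule was written. FLO8 is a pseudogene in the annotation and was counted separately without a test. The fits were tested on simulated data with 200 changed genes at the observed depth.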

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

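The tests of depth, of drift of the fold change with the level of counts, of scaling, of pile-up at 5′ ends and of a loss of initiation were chosen after the results were seen.

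Internal 5′ ends were less frequent in *set2*Δ for 828 genes. The legend of Supplementary Fig S18 includes calls in both directions, but the paper's text does not discuss the genes that decreased. These genes had a median of 118.75 counts at the 5′ end per BY4741 library, against 33.5 for genes without an internal call. Among genes without any internal position of 8 or more counts 701 were called less frequent, which argues against pile-up at single positions for those genes, as it acts at high positions. Scaling to the internal counts is excluded for the 346 genes called less frequent under each of 3 scalings (internal counts, 5′ counts and library totals). For the other 482 genes, scaling and a lower number of internal 5′ ends cannot be told apart, since the libraries contain no added RNA of known amount. With 5′ scaling alone, 53.4% of the 828 calls were made again, and with library totals 41.8%. In BY4741, 30.5% of the internal counts of these genes had the pyrimidine-purine dinucleotide, against 23.1% of the sequence and 75.2% of the counts at annotated 5′ ends. Internal positions of these genes used in both BY4741 libraries and in neither *set2*Δ library had it in 22.4% (95% Wilson interval 19.7 to 25.3%). These are the values that broken RNA of abundant transcripts would give. The test on the BY4741 internal counts was set before the shares were known, and that on the lost positions was not. The values do not single out broken RNA. Internal counts made up 13.6% and 12.3% of the counts of these genes in BY4741 and 13.4% and 11.4% in *set2*Δ, and 622 of the 828 genes were also called lower at the 5′ end. Fewer counts over the whole gene therefore stays open beside broken RNA, and high counts at 5′ ends are not proportional to depth. The dinucleotide stood at 35.8% of their internal counts in *set2*Δ (SD 0.977, and 0.308 in BY4741, n = 2), more than in BY4741. A loss of initiation inside these genes would lower this share and would show it at the lost positions, so the values argue against it as the main part of the decrease, and a smaller loss stays open.

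Antisense 5′ ends inside genes, which the paper does not analyse, were more frequent in *set2*Δ for 265 of 1478 tested genes and less frequent for 65. Antisense counts in counted genes made up 0.917% and 0.818% of all counts in BY4741 and 2.33% and 2.00% in *set2*Δ (means 0.868% ± 0.0702 and 2.16% ± 0.228, SD, n = 2). This share does not depend on a normalization between libraries. It is a share of totals that include high counts at 5′ ends, which are not proportional to depth. How much of the difference rests on them was not tested. The highest fitted changes were in genes without BY4741 counts, where they are no measure of size. Against a floor of 3 counts over both BY4741 libraries, SEF1 (YBL066C) was at least 8.45-fold higher, GID7 (YCL039W) at least 5.89-fold and BRR2 (YER172C) at least 5.57-fold. Reads assigned to the wrong strand are argued against, since antisense counts were 36.8% and 33.4% of sense counts inside the called genes in *set2*Δ but at most 0.258% around the 500 strongest 5′ ends. Broken RNA is argued against by the dinucleotide, which 84.5% of the antisense counts of called genes had in *set2*Δ. The number of genes is less certain than the direction. After thinning to 1 depth 49.4% of the calls were made again, and greater depth of the *set2*Δ libraries cannot be told apart from a true change for the remainder, as thinning also removes power. With loess offsets 30.6% were made again, with 87 genes more frequent and 72 less, but such offsets also remove a change shared by most genes, so a drift with the level of counts cannot be told apart from such a change. Without BY4741 replicate 1, BY4741 replicate 2, *set2*Δ replicate 1 or *set2*Δ replicate 2, the number of genes was 91, 77, 65 and 43. A gain of antisense initiation without Set2 is the biological explanation the design offers and stays open beside these.

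At annotated 5′ ends, which the paper does not compare between the strains in these libraries, counts were higher in *set2*Δ for 1636 of 5063 tested genes and lower for 1529. A gained or lost chromosome is argued against by the largest shift of a chromosome's median log2 fold change, 0.259 in size on chromosome III, below the 0.58 set in advance. A drift of the fold change with the level of counts is argued against as the whole explanation, since 60.5% of the decreases and 50.2% of the increases were called again with loess offsets, although 112 genes called lower were then called higher. Pile-up at single positions stays open. Genes called lower had 60.1% of their BY4741 counts at positions of 8 or more, genes called higher 19.2% and genes without a call 35.3%. Of the 608 genes without such a position, 45 were called lower and 167 higher, but these genes have few counts, so pile-up cannot be told apart from a lower level of initiation. With such positions left out everywhere, 913 genes were called higher and 1134 lower, and 8 genes called lower before were then called higher. Of the earlier calls, 46.9% of the increases and 65.1% of the decreases were made again. For genes without a call such positions hold 55.4% of the counts in *set2*Δ and 35.3% in BY4741, so that leaving them out is not neutral between the strains. With counts inverted for a limit of 16 barcodes, an assumed relation, 1670 genes were higher and 1455 lower, and 89.0% and 88.8% of the calls were made again. When distinct positions were counted in place of 5′ ends, 392 were higher and 664 lower. How far the numbers depend on how high positions were counted stays open, as does a biological change at 5′ ends.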

How the results depend on the processing

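Scaling to library totals, thinning, loess offsets, the removal of positions with 8 or more counts, the inversion of counts for 16 barcodes, the use of minus-strand positions as listed and matching on 5′ counts were tried after the results were seen.

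Set2-dependent genes outnumbered genes with fewer internal 5′ ends under all 24 alternatives, from 953 against 895 with filterByExpr to 1948 against 346 with library totals. No gene called in one direction was called in the other under any of them. The 1189 Set2-dependent genes became 618 with DESeq2 and 1948 with library totals, and 22 alternatives stayed within 1.5 times. The 828 less frequent genes became 459 with DESeq2, 442 with 5′ scaling and 346 with library totals. Leaving out a library gave 840 to 947 and 652 to 769 genes. The cause of these differences was not tested, apart from scaling, where the median log2 fold change of all genes went from 0.16 to 0.83 with library totals.

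For 5′ ends, 1636 genes were higher and 1529 lower. These numbers became 700 and 1198 with DESeq2, 392 and 664 with distinct positions, and 913 and 1134 without positions of 8 or more counts. With DESeq2's size factors within edgeR they were 1497 and 1597, and after thinning 1320 and 1332. Decreases outnumbered increases in each of these and in every fit without a library. Under the other alternatives increases outnumbered decreases. Leaving out a library gave 1138 to 1328 and 1320 to 1406.

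Antisense calls moved most. The 265 more frequent genes became 79 with DESeq2, 738 with 5′ scaling, 122 with filterByExpr, 133 at an adjusted p of 0.05, 143 without the highest position, 139 after thinning and 87 with loess offsets. The 65 less frequent genes became 39 with DESeq2, 43 with 5′ scaling and 35 without a filter. Leaving out a library gave 43 to 91 and 35 to 54. Increases outnumbered decreases under all 18 alternatives, closest at 43 against 40 without *set2*Δ replicate 2. The fits without a library have fewer samples, and those with a filter test fewer genes.

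With each window scaled to its own counts, the internal change exceeded that at the 5′ end in 362 genes and fell short of it in 301. The balance depends on this scaling, as there were 708 above and 77 below with both windows scaled to library totals. There were 130 above and 241 below with distinct positions, 194 below at an adjusted p of 0.05 and 181 below without positions of 8 or more counts. Without BY4741 replicate 1, BY4741 replicate 2, *set2*Δ replicate 1 and *set2*Δ replicate 2, there were 197, 229, 237 and 181 genes above and 145, 195, 245 and 194 below, so that the balance reversed without either *set2*Δ library.

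The difference in the internal share of counts, 9.03 points, became 14.6 with distinct positions, 4.04 without positions of 8 or more counts and 5.86 with inverted counts, and 8.12 to 9.93 with a library left out. The BY4741 share itself went from 12.1% to 29.7% with distinct positions, 35.4% without high positions and 7.91% with inverted counts. These differences are therefore not on the same scale. The share of internal counts in the last of 3 parts of the window in *set2*Δ, 51.6%, became 53.8% and 50.0% with 100 bp and 300 bp left out, 46.7% with 100 bp added past the gene end, 51.9% without the highest position, 49.4% with distinct positions and 51.9 to 52.3% with a library left out, and was the largest of the 3 shares throughout. The pyrimidine-purine share of internal counts of Set2-dependent genes in *set2*Δ, 68.7%, became 57.1% over used positions, 67.3% without the highest position and 69.1 to 70.9% with a library left out.

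The greater length of Set2-dependent genes held under all 26 alternatives, from 117 bp in a window of fixed length to 1186 bp with DESeq2. Between 85.5% and 98.9% of the tested genes of Supplementary Table S1 were called under the 24 alternatives of that comparison. Leaving out a library gave 0.195 to 0.378 for the largest shift of a chromosome. No gene named here changed direction and kept a call. CLG1 and BAR1 lost their call under 8 and 4 alternatives, and SET1, EAF3, ASF1, ADA2 and CHS3 gained one under 1, 3, 2, 1 and 1.

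The numbers of the replicates do not pair the libraries, since the differences between replicates of the 2 strains were correlated at -0.07 across genes. With a replicate block in the model all the same, 1088 genes were Set2-dependent and 714 less frequent, 1477 were higher and 1431 lower at the 5′ end, and antisense calls were 120 more and 42 less frequent. The length difference with the block was 1046 bp.

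Depth limits the calls. Of the 5710 counted genes, 984 had too few counts to be tested, and the median tested gene had 61 internal counts over the 4 libraries. In counts simulated with the observed dispersion edgeR found 50% of changed genes in internal windows, 88.9% in 5′ windows and 22.4% in antisense windows. With a dispersion of 0.05 it found 28.4%, 67.3% and 21.2%. The test of the difference between the internal and the 5′ window found 14.5% of changed genes, with a simulated dispersion of 0.00708. These rates hold for the size and number of the simulated changes, which need not be those of the data. They therefore do not give the power of the real tests.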

Differences from the paper's values

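No test in this part was chosen after the results were seen, except where stated.

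For genes with increased internal initiation, the paper's value is more than 700 and the value here is 1189. Of the alternatives chosen before the data were examined, DESeq2 (618), filterByExpr (953), an adjusted p of 0.05 (1031), the highest position left out (1041), distinct positions (974) and the fits without BY4741 replicate 1 (947), BY4741 replicate 2 (933), *set2*Δ replicate 1 (888) and *set2*Δ replicate 2 (840) lie within 1.5 times the paper's value. DESeq2's size factors within edgeR, 5′ scaling, no filter, 100 bp or 300 bp left out, 100 bp added, tandem promoters left out, shared positions given to both genes and the replicate block do not. DESeq2 is the test that the paper names.

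The paper's Supplementary Table S1 holds 720 entries, against 1189 genes here. The same alternatives as above lie within 1.5 times that number, and so does leaving out 300 bp (1074). The others do not.

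As a share of the features examined, the paper's value is below 10%, and the value here is 25.2% of the tested genes. The paper counts genomic features and the share here counts tested genes, so the denominators differ. Of the alternatives chosen before the data were examined, DESeq2, at 13.1% of the 4726 genes, is the single one within 1.5 times the paper's value, and the others lie between 19.0% and 36.1%. Of the 3351 genes to which DESeq2 gave an adjusted p, the share is 18.4%, which is not within 1.5 times. Scaling to library totals, chosen after the values were seen, gave 41.2%.

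Of the 668 tested genes of Supplementary Table S1, 656 were called here, and the 12 others were CDC24, STE5, NBP2, VHS1, YEL025C, USE1, ZRT1, BFA1, YJR149W, DAL5, ATG16 and BRE5. All had a log2 fold change above 0 except DAL5 at -0.92, with 3 and 0 counts in BY4741 and 5 and 2 in *set2*Δ. 5′ scaling called 659 of the 668, and so did scaling to library totals, which was chosen after the values were seen.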

Other observations

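The tests of depth, drift, tandem neighbours and initiation level, and that of pile-up with high positions left out, were chosen after the results were seen, as was the calculation of the SET2 counts to be found at the rate of the other strain.

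More genes gained than lost internal 5′ ends in *set2*Δ, 1189 against 828. A mislabelled library is argued against by SET2, for which 17.8 internal counts were to be found in *set2*Δ replicate 2 at the BY4741 rate and 1 was found. The prediction written beforehand asked for 0 counts in both *set2*Δ libraries, so it was not met to the letter. Broken RNA is argued against for the gained positions. Of the 28675 internal positions used in both *set2*Δ libraries and in neither BY4741 library, 70.6% had the pyrimidine-purine dinucleotide (95% Wilson interval 70.0 to 71.1%), against 23.0% of the sequence. Promoters of tandem neighbours are argued against by 98.8% of the calls made again without 300 bp upstream of same-strand genes. Greater depth and a drift with the level of counts are argued against as the whole explanation, since 74.1% and 85.7% of the Set2-dependent calls were made again after thinning and with loess offsets. Increases still outnumbered decreases, by 899 against 758 and 1056 against 920, but by fewer genes, and how much of it they account for stays open. Thinning was applied to the deposited counts. It therefore bears on depth as sampling only and cannot undo high counts that are not proportional to depth. For pile-up at single positions, the test set in advance came out as pile-up would have it: among the 3876 genes without an internal position of 8 or more counts, 656 were called more frequent and 701 less, so that increases did not outnumber decreases. Genes leave this set because of strong positions gained in *set2*Δ, so the set is not neutral to the outcome, which limits what this test shows. A test added later left those positions out of every gene. Increases then still outnumbered decreases, 1089 against 859, and 91.0% of the Set2-dependent calls were made again, which argues against pile-up as the whole explanation. How much of the excess of increases it accounts for stays open.

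Set2-dependent genes were longer than other tested genes by 1007 bp. Longer windows with more counts are argued against as the whole explanation by the 768 bp that remained after matching on the mean internal count, although the match was incomplete, with a median of 35 counts in called and 28.7 in matched genes. In a window of fixed length 117 bp remained (permutation test, p = 0.00298), so most of the difference was not seen there and longer windows may account for much of it, or initiation may lie beyond that window. A lower level of initiation at the 5′ end of long genes is argued against as the whole explanation by 642 bp after matching on BY4741 counts at the 5′ end (medians 11.5 and 11.5). Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.43 with length and -0.52 with BY4741 counts at the 5′ end, and length and 5′ counts had -0.57, so that length and level are hard to separate.

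Of the 1189 Set2-dependent genes, 704 were also called higher at the 5′ end, 38 lower and 447 neither. The test of the difference between both windows, each scaled to its own counts, covered 1120 of them, and the internal change exceeded that at the 5′ end in 325 and fell short of it in 1. Of the 828 genes with fewer internal 5′ ends, 622 were called lower at the 5′ end, and of the 799 covered by the test of the difference 224 had a larger decrease inside the gene. With both windows scaled to library totals, an alternative chosen after the values were seen, these 325 and 224 genes became 533 and 63, so the second number rests mostly on the scaling. These genes were selected by their internal change, so none of these numbers is a test of it. Without BY4741 replicate 1, BY4741 replicate 2, *set2*Δ replicate 1 or *set2*Δ replicate 2, the internal change exceeded that at the 5′ end in 197, 229, 237 and 181 of all genes, as against 362.

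The pyrimidine-purine dinucleotide stood at 42.3% of the internal counts of Set2-dependent genes in BY4741 and 68.7% in *set2*Δ (SD 2.60 and 0.890, n = 2), and at 32.0% and 45.1% of those of the other tested genes. At annotated 5′ ends it stood at 75.2% and 72.3%.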
